# Dominant foliar endophytes influence soybean yield and transcriptome

**DOI:** 10.1093/femsec/fiaf053

**Published:** 2025-05-13

**Authors:** Ivan Sosa Marquez, Karla Griesbaum, Lindsay V Clark, Elizabeth A Ainsworth, Natalie Christian, Katy D Heath

**Keywords:** context-dependency, endophytes, Glycine max, *Methylobacterium*, plant–microbe interactions, transcriptomics

## Abstract

Microorganisms associated with plants can affect nutrient and water acquisition, plant defenses, and ecological interactions, with effects on plant growth that range from beneficial to antagonistic. In *Glycine max* (soybean), many studies have examined the soil microbiome and the legume–rhizobium relationship, but little is known about foliar endophytes, their effects on plant biomass and fitness, and how plants respond to their presence. To address these questions, we inoculated *Glycine max* with field-collected isolates of previously isolated, dominant strains of *Methylobacterium* and *Colletotrichum* in either sterile or non-sterile soil. We then used RNAseq to compare the transcriptomic responses of plants to single- and co-inoculation of endophytes. We found that all endophyte treatments increased soybean growth compared to control, but only in sterile soil. These results suggest context-dependency, with endophytes serving as facultative mutualists under stress or nutrient deprivation. Similarly, transcriptomic analyses revealed that soybean defense and stress responses depended on the interaction of endophytes; *Methylobacterium* elicited the strongest response but was modulated by the presence of *Colletotrichum*. Our findings highlight the environmentally dependent effects of co-existing endophytes within soybean leaves.

## Introduction

As demand for nutritious food around the world increases with our growing population (Saikkonen et al. 2004, Mishra et al. 2021), understanding the myriad effects of microbial communities on plant yield and plant health can help leverage beneficial microbes for plant growth and productivity (Younginger and Friesen 2019, O'Brien et al. 2021). While many environmental factors, such as temperature, precipitation, and nutrient availability, have the potential to alter plant function and productivity (Lobell and Field 2007, Leakey et al. 2009), interactions with microbes may be a source of resilience for plant health and crop yield. Rapid responses of soil microorganisms have even been shown to improve plant fitness in novel environments (*e.g*. Lau and Lennon 2012, de Vries et al. 2023, Ricks and Yannarell 2023)—suggesting that an appropriate microbial community might aid in plant acclimation to changing environments. Thus, understanding how environmental shifts in microbial communities will influence plant growth in various contexts is critical in predicting the effects of plant–microbe symbiosis on plant health.

Harnessing microbes to improve plant health has the potential to make land use more efficient while limiting the need for chemical pesticides that may reduce soil quality, affect human health, and harm surrounding ecosystems (Rani et al. 2021). Though less well-studied compared to the microbial communities residing in roots, foliar (phyllosphere) endophytes are known to cause a wide range of physiological and defense responses in plants. Leaf fungal endophytes, for example, have been reported to improve plant growth under flooded conditions (Adams et al. 2017) and change plant metabolite production, aiding in herbivore defense (Hartley et al. 2015). Foliar fungal endophytes in tropical rainforests can limit pathogen damage to trees (Arnold et al. 2003, Christian et al. 2017) and even alter nitrogen uptake and distribution patterns (Christian et al. 2019). Leaf endophytes may even lead to ladder-up effects on pollinator density, possibly leading to higher yields (Garibaldi et al. 2021).

The transcriptomic responses of hosts to their endophyte communities provide insight into the molecular dynamics of plant–microbe interactions and aid in constructing holistic models of how microbes influence plants both individually and together. Transcriptomic studies can reveal important signaling pathways involved in symbiosis establishment and benefit exchange (Heath et al. 2012, Burghardt et al. 2017); by identifying key genes involved in host–endophyte interactions, we can gain insights into how microbes supplement plant health and productivity in response to biotic and abiotic stressors (Sheibani-Tezerji et al. 2015), as well as understand the recognition and colonization of hosts (Chen et al. 2022). While some studies have described the transcriptomic responses of host leaves to microbial inoculation, resulting in salient gene annotations, most information comes from model host–pathogen symbiosis (*e.g. Arabidopsis– Pseudomonas*) (Zhang et al. 2018). Transcriptomics of host responses to diverse endophytes in both single and mixed inoculations can provide insight into how leaves perceive these symbionts and mediate downstream influences on the fitness of all partners (Christian and Perlin 2024).

*Glycine max* (soybean) is a C3 plant and one of the most widely grown agricultural crops worldwide, with 122.10 million hectares and an annual production of 353 million metric tons (Kumari et al. 2025). Land use for soybeans is increasing due to continued demand for soy-based products for livestock, commercial products, alternative fuel, and non-animal proteins (Alexandratos and Bruinsma 2012). While there is a great deal of data available on root microbial communities in soybean (Meriles et al. 2009, Mendes et al. 2014, Classen et al. 2015) and, more specifically, on the nitrogen-fixing symbiosis between soybean and rhizobia (Han et al. 2020, Li et al. 2020), less is known about the endophytes that reside in the phyllosphere aboveground. In a previous study at SoyFACE (Soybean Free Air CO_2_ Enrichment; Ainsworth and Long 2021), we isolated dominant leaf microbes from soybeans and found that elevated [CO_2_] shifted the assembly of foliar microbial communities; *Methylobacterium* sp. decreased in abundance in elevated (600 ppm) [CO_2_], while an increase in abundance was observed in fungal isolate *Colletotrichum* (Christian et al. 2021). The direct effects of these endophytes on soybean growth and fitness, and thus how shifts in microbial abundance might influence soybean into the future, have remained unclear. Endophytic methylotrophs have been reported to enhance plant growth via both direct and indirect effects on hosts (Kumar et al. 2017). For example, *Methylobacterium mesophilicum* can enhance antioxidant metabolism, which helps protect bacterial cells against damage from free radicals and promotes a successful early interaction between the plant and its rhizobial mutualists (Araújo et al. 2015). Studying these types of additive and non-additive (interactive) effects of microbial community members on host growth is particularly important in multi-player microbial communities, where priority effects, competition, and facilitation play important roles in assembly and host effects (Ayilara et al. 2023).

In this study, we first use inoculation experiments under controlled conditions, both with sterile and non-sterile soils, to study how these dominant foliar endophytes affect whole plant growth and fitness both in single and mixed inoculation treatments. We hypothesized that fungal and bacterial endophytes would have interactive effects and improve soybean growth. In addition, we used RNAseq in soybeans treated with single or mixed inoculation to characterize how leaf transcriptomes respond to these endophytes. We hypothesized that plants would respond to endophyte inoculation, and that they would respond differently to mixed inoculum, compared to single inoculation treatments.

## Materials and methods

The isolates of foliar endophytes we use in these studies originated from the SoyFACE study by Christian et al. (2021), wherein endophytes from field-grown leaves of soybean in either ambient or elevated [CO_2_] were compared using culture-based methods. The most common endophyte was an isolate of *Methylobacterium* sp. (isolate 75.10.b—hereafter “*Methylo”*), followed by *Colletotrichum* fungi. Isolates of *Colletotrichum* (A2.15.12 and A2.10.2) were genetically identical at the ITS locus but had different phenotypes in *in vitro* assays, which is unsurprising given low taxonomic resolution of the ITS (Gazis et al. 2011). Specifically, isolate A2.15.12 (hereafter “*Col1*”) was facilitated by the presence of *Methylo*, whereas isolate A2.10.2 (hereafter “*Col2*”) was antagonized by *Methylo* (Christian et al. 2021).

### Experiment 1: Endophyte inoculation of soybeans grown in sterilized soil

Our experimental design consisted of 30 replicate plants assigned to each of six inoculation treatment groups, for a total of 180 plants. Inoculation treatments were as follows: Control (uninoculated plants), *Col1, Col2*, and *Methylo* in single inoculation, and two co-inoculations consisting of *Methylo* + *Col1* and *Methylo* + *Col2*. Seeds of soybean variety P3IT44E were planted in 6″ pots filled with a 2:1:2 combination of autoclave-sterilized turface: sand: peat (autoclaved on liquid setting for 45 min at 120°C). Each pot was given a small amount of slow-release fertilizer (2.5 g of 13–13–13 Osmocote^®^).

To inoculate plant leaves with fungal endophytes, we transferred *Colletotrichum* hyphae from fungal plates that originated from the initial isolation of endophytes in 2019 to 2% Malt Extract Agar (MEA) plates per isolate, sealed plates with Parafilm, and cultured at room temperature to produce ample spores for plant inoculation (Christian et al. 2021). Hyphal growth was visible after 2 days and filled the plate and produced spores after 10 days. The conidial masses that contain spores appear black in these *Colletotrichum* isolates. We made fungal spore suspensions for inoculation by adding 5 ml of sterilized distilled water to MEA plates and gently scraped them to suspend spores and hyphae. The resulting liquid was poured through sterilized cheesecloth into a 500 ml bottle. We estimated the concentration of spores using a hemocytometer and adjusted both isolates to 1 × 10^6^ cells per ml using PBS (Absher 1973).

We cultured *Methylo* from frozen glycerol stocks stored at -80°C during initial isolation in 2019 by streaking onto solid tryptone-yeast (TY) plates 10 days before inoculation (Oh et al. 1995). After 9 days of growth, single *Methylo* colonies were inoculated into 15 ml Falcon tubes containing liquid TY media and grown in a shaking incubator at 28°C for 24 h before inoculation onto plants to generate adequate inoculum. We combined tubes and diluted the combined liquid cultures with sterilized PBS to an OD600 of 0.1, giving a bacterial concentration of approximately 1.9 × 10^6^ cells/ml as calculated by additional CFU counts. For both the *Methylo* and *Colletotrichum* inocula, we combined suspensions with 0.01% Tween 20 (to promote microbial colonization) into sterilized spray bottles (cleaned with a 10% bleach solution followed by a 70% ethanol solution and then allowed to dry).

We inoculated plants at soybean growth stage V1 (plant has fully developed leaves at unifoliolate node), using 11 sprays (∼10 ml) per leaf per plant of prepared single or mixed suspensions. For mixed inocula (*i.e. Methylo + Col1* and *Methylo + Col2*), single species suspensions were combined in a 1:1 volume ratio. We then immediately covered plants with a 13-gallon plastic bag to increase humidity and encourage infection (Christian et al. 2019). The plants remained covered for 24 h before the bags were removed. We placed plants in a randomized arrangement in the greenhouse, careful to avoid contact between leaves of adjacent plants to limit cross-contamination. We watered soybeans daily for the remainder of the experiment until harvest, being mindful not to wet leaves, again to avoid splashing and thus cross-contamination of endophytes (Saikkonen et al. 2004). Climatic settings were held at 23°C–26°C during the day and 20°C–23°C at night. Plants received 15 h of light from 6:30 a.m. to 9:30 p.m. One week after inoculation, we took preliminary height measurements. We took leaf counts and staked soybeans at growth stage R1 (beginning bloom) after ~4 weeks. We harvested soybeans at growth stage R6 (full seed, 10 weeks post-inoculation) to obtain as many intact leaves as possible (Marcos-Filho et al. 1994). We took data on leaf count, final height, pod count, and weighed all aboveground biomass after drying for 48 h at 50°C. Inspection of roots indicated no nodulation by rhizobia.

### Experiment 2: Endophyte inoculation of soybeans grown in live field soil

To determine if foliar endophytes elicited an effect in microbial conditions more typical of field soils, we performed a second, similar inoculation study but inoculated all pots with soil slurries from SoyFACE. We planted three seeds into each of 160 6″ pots containing LM-6^®^ High porosity mix (Lambert Inc., Rivière-Ouelle, Québec, Canada). Once sprouted, we thinned the soybeans to one plant per pot. One week later, we inoculated plants with slurry from soils that were collected directly from non-experimental soybean fields at SoyFACE. To make the soil slurry, in each of 10 beakers, we submerged 90 g of soil in 300 ml of 0.85% NaCl solution, followed by vortex homogenization and allowing to settle twice (Wendlandt et al. 2022). Each pot received 10 ml of soil slurry supernatant. Inoculation with foliar endophytes took place 4 weeks after planting using the same methods as Experiment 1, with a few exceptions. The concentrations of microbes in all treatment groups were 8 × 10^5^ cells/ml, and soybeans were watered daily via bottom watering. We fertilized soybeans with Osmocote 18–5–8 Plus and commercial fertilizer 15–5–15 cal-mag (300 ppm N) in two treatments pre-flowering to emulate field conditions. All fertilization was stopped 8 weeks before the final harvest. We took measurements of plant height and leaf number 3 days before inoculation, 2 weeks after inoculation, and 7 weeks after inoculation. The final harvest took place 14.5 weeks after initial planting. Data collection was performed as in Experiment 1, with the addition of nodule count.

### Phenotypic data analysis

We conducted all analyses of phenotypic data in Experiments 1 and 2 in RStudio (R 4.1) 2022.02.3+492 “Prairie Trillium” Release for Windows. We used Analysis of Variance (ANOVA) implemented in base R to test for the significance of fungal (*Col1, Col2*, or control) and bacterial (*Methylo* or control) treatments on soybean traits (shoot and root biomass, seed pod number, leaflet number, total height), followed by Tukey tests for means comparison. All figures were made in ggplot2 (Wickham 2024). The CLD (Compact Letter Display) was obtained using the cld function within the emmeans package (Piepho 2004).

### Experiment 3: Soybean transcriptomic responses to endophyte inoculation

Finally, we used transcriptomics to understand the responses of soybean leaves to our endophytic inoculation treatments. We grew 10 plants per treatment under controlled growth chamber conditions with a 23°C “night cycle” (7:00 p.m.–5:00 a.m.) with 0 µmol/m^2^/s light and 28°C “day cycle” (5:00 a.m.–7:00 p.m.) with light at 1100 µmol/ m^2^/s and with humidity set to 50%. We inoculated with a concentration of 10^6^ cells/ml per microbe, following quantification and adjustment methods used in Experiment 1. Plant tissue was harvested 10 days after inoculation by taking 12 punches (total ∼50 mg) from three different leaves with a sterile hole puncher, which were flash frozen in liquid nitrogen before being transferred to a -80°C freezer.

### RNA extraction, sequencing, and data processing

Full details can be found in the Supplemental Methods. In short, we extracted RNA from six samples of frozen plant tissue per treatment (*n* = 36 total) and submitted them to University of Illinois at Urbana Champaign (UIUC) Roy J. Carver Biotechnology Center for library construction and sequencing using NovaSeq^®^ instrumentation. We used the *Glycine max* transcriptome (Glycine_max_v2.1) genome and Annotation 103 from NCBI Reference sequences in Salmon (Patro *et al*. 2017) (version 1.2.1) for quasi-mapping reads to the transcriptome and quantifying transcript abundance, followed by normalization and filtering.

### Analysis of RNAseq and functional annotation

All analyses were conducted on Computer and Network Resource Group's Biocluster high-performance computing resource and R version 4.0.2 (R core team, 2020). Removal of Unwanted Variation (RUV) (Jacob *et al*. 2016) procedure was used to generate latent variables to be used as covariates. The method of Buja and Eyuboglu (1992), implemented in the “sva” package (Leek and Storey 2007), indicated that six latent variables should be added to the model. Negative control genes for RUV were selected based on having *P* > .5 for the effects of endophytes and their interaction using the limma-trend method (Chen et al. 2016), resulting in 3878 negative control genes. Six latent variables optimized to stabilize expression of these 3878 genes were then generated. Differential gene expression analysis was performed with limma-trend using a model including both endophytes and their interaction as independent variables, and latent variables as covariates. Heatmaps were created in pheatmap (Kolde 2019) using scaled logCPM values after adjusting for latent variables, showing clustering of significant genes. Full differential expression analysis using limma-trend method from Experiment 3 revealed that inoculation with *Col1* and its interaction with *Methylo* had minimal impact on the soybean transcriptome (results not shown). Therefore, we present here the results of a simplified model including *Methylo* and *Col2* inoculations only. We used Principal Variance Component Analysis or PVCA (“pvca” R package; Li et al. 2009) to estimate the variance in total gene expression attributable to model effects, incorporating principal components accounting for at least 60% of the variance. To assess Gene Ontology (GO) term enrichment, we used Fisher's exact tests to determine if the number of significant genes (*P*  $ \le $ .05) in GO terms was greater than expected by chance, Julius (2024) was used to assist with GO term data managment.

## Results

### Endophytes increase plant fitness, but only in sterile soil

Soybean aboveground biomass and pod number increased in response to endophyte inoculations when plants were grown in sterile soil in the greenhouse (Experiment 1). Inoculation with *Methylo* increased aboveground biomass by 20% compared to controls and resulted in a marginal increase in pod number (Table 1; Fig. 1A and B). Inoculation with *Colletotrichum* had strong effects on biomass and pod number (Table 1); Specifically, isolates *Col1* and *Col2* increased biomass by 49% and 32% and pod number by 42% and 39%, respectively (Fig. 1A and B). We found no significant interactions between *Methylobacterium* and fungal treatments for any traits (Table 1).

**Figure 1.**
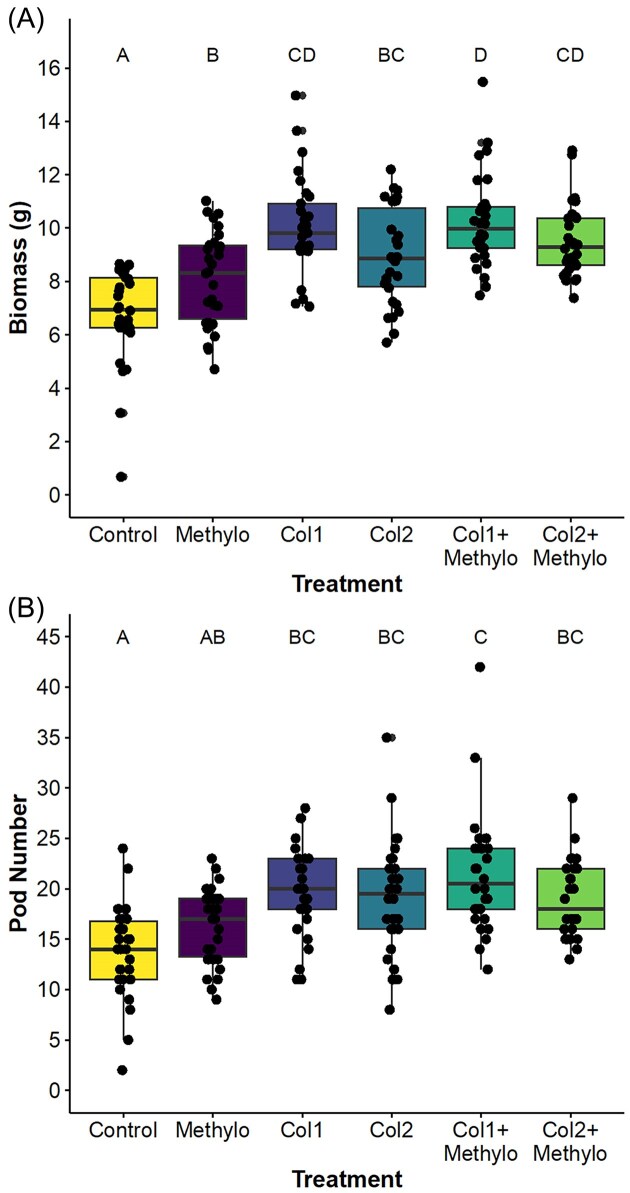
Boxplots showing the effects of inoculation with *Methylobacterium* (*Methylo*) and *Colletotrichum* isolates (*Col1* or *Col2*) either individually or in combination on soybean biomass **(A)** and pod number **(B)** when plants were grown in sterile soil in the greenhouse. Significance of least squares means at the 0.05 level indicated by different letters.

**Table 1.** Summary of two-way ANOVA results for the effects of inoculation with *Methylobacterium*, fungi [*Colletotrichum A2.12.15 (Col1)* or *A2.10.2 (Col2)]*, and their interaction on soybean biomass and pod number when soybeans were grown in sterile greenhouse conditions

		Biomass (g)		Pod number	
		den df = 173		den df = 173	
	df	F	*P*-value	*F*	*P*-value
*Methylobacterium*	1	**7.204**	**.0080**	3.36	.0684
*Colletotrichum*	2	**39.019**	**<.0001**	**21.94**	**<.0001**
*Methylo* x *Colletotrichum*	2	1.906	.1518	1.35	.2619

Soybean plants grown in potting mix inoculated with a field soil slurry in the greenhouse (Experiment 2) were much larger (∼7X) and more fecund (∼5.7X) than those grown in sterile soil (Fig. S1). In contrast to the positive effects of bacterial and fungal endophytes on soybean grown in sterile soil, none of the foliar endophytes influenced soybean growth or pod number when pots were inoculated with field soil microbiota (all effects were non-significant; Fig. S1).

### Soybean leaf transcriptomes respond to the interactive effects of endophytes

Next, we used RNAseq to study how leaf transcriptomes respond to the interaction of endophyte inoculations in the absence of soil microbiota. 

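Leaf RNA was sequenced from 36 soybean samples, 6 in each of 6 groups. The groups were uninoculated plants (Control), plants given *Methylo*, *Col1* or *Col2* alone, and plants given *Methylo+Col1* or *Methylo+Col2*. *Methylo* is a bacterial isolate of *Methylobacterium*, and *Col1* and *Col2* are fungal isolates of *Colletotrichum*. The suspensions held 1000000 cells per ml of each microbe, and the plants grew in a growth chamber. The paper gives the harvest as 10 days after inoculation, and the sample labels give 8 days. The paper's text does not say whether the 6 samples of a group came from 6 separate plants. The p-values here treat the samples as independent, which could not be checked.

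The authors mapped the reads to the soybean transcriptome with Salmon and summed transcripts to genes, which gave estimated counts for 53703 genes. Salmon divides reads that fit several transcripts by estimation, so values of near-identical gene copies, which are common in soybean, are uncertain. The total estimated count per library, in units of 1000000, was 25.2 to 32.8 in Control, 24.4 to 29.8 in *Methylo* and 24.3 to 32.5 in *Col2*. It was 22.8 to 33.2 in *Methylo+Col2*, 21.4 to 29.5 in *Col1* and 24.0 to 41.4 in *Methylo+Col1*. Over the 90 pairs of libraries within groups, log2 CPM correlated across genes at 0.869 to 0.979.

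The values analysed are the authors' log2 CPM (log2 of counts per 1000000) of 33223 genes, scaled by TMM. Effects are log2 fold changes with standard errors (SE) from limma-trend, and a gene was called at a p adjusted over the 33223 genes (Benjamini-Hochberg) under 0.05. The model held *Methylo*, *Col2* and their interaction for the 24 libraries without *Col1*, and 5 latent variables. The latent variables are trends shared by 6644 control genes, each with p over 0.5 for all terms in a first fit. The *Methylo* coefficient compares plants given *Methylo* alone with Control, and the interaction is the change in that difference when *Col2* was present. These coefficients differed by at most 4.99e-06 from those in the first 689 of the 33223 rows of Table S1. The latent variables held 61.2% of the variance of all genes and lowered the median residual SD of a gene from 0.39 to 0.25. The limma p-values with latent variables rest on this smaller residual spread, and not on the full spread between samples. The 4 groups held 13.4% of the variance. Any 4 groups of 6 libraries hold a part of the variance by chance, so this is not a share due to treatment.

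Each library name carries a number from 1 to 49, whose meaning neither the paper's text nor the labels give. Its mean was 24.2 in Control, 15.3 in *Methylo*, 13.0 in *Col2* and 23.5 in *Methylo+Col2*. Within the 6 groups, 4933 genes followed this number in limma, among them 21 of 51 circadian clock genes.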

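Leaves of plants given *Col1* alone differed from Control in 2 genes, both lower, in a limma model of all 36 libraries with 6 latent variables. LOC100779265 encodes a BI1-like protein, of the Bax inhibitor-1 family that restrains cell death. It fell by 0.31 on the log2 scale (SE 0.05, adjusted p = 0.0364), from a mean of 5.55 log2 CPM in Control to 5.25 in *Col1*. LOC100792767, an uncharacterized gene, fell by 0.72 (SE 0.12, adjusted p = 0.0364), from a mean of 3.08 log2 CPM to 2.38. This gene was also lower in *Methylo* alone, by a log2 fold change of -0.52 (adjusted p = 0.0437). Both genes were named after their values were seen. For the interaction of *Methylo* with *Col1*, limma called 0 genes, with 4253 at an unadjusted p under 0.05, and edgeR's quasi-likelihood test called 0, with 4274. For *Col1* alone these numbers at an unadjusted p under 0.05 were 3027 and 3033, and edgeR called 0 genes. Limma called 0 for *Col1* without latent variables, and 0 in the 24 libraries without *Col2*.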

The fungal isolate *Col1* had little effect on soybean transcriptomes (see Methods); thus, we focus here on the results of models including just *Methylo* and *Col2*. The PVCA indicated that 7.6% of the variation in leaf gene expression was attributable to inoculation with *Methylo*, 11.6% was due to *Col2* inoculation, while 20.5% was attributable to the interaction of *Methylo* and *Col2*, indicating strong interaction effects when plants were inoculated with both endophytes. 

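Most of the variation between these leaves lay within groups, and some lists of defense genes varied widely there. The mean of 100 genes of phenylpropanoid and isoflavonoid synthesis, the route to lignin and to the antimicrobial isoflavonoids of soybean, was taken per library relative to all 36 libraries. It ran from -0.95 to 1.51 log2 units among the 6 Control libraries and from -1.04 to 1.48 among the 6 *Col2* libraries. The mean of 125 genes of WRKY transcription factors, regulators of defense, ran from -0.82 to 0.98 in Control and from -0.91 to 0.30 in *Methylo+Col2*. Other defense genes varied less: the mean of 109 genes of pathogenesis-related proteins, chitinases and glucanases ran from -0.35 to 0.315 in Control. Genes outside defense varied too, with -0.75 to 0.80 in Control for 258 cytosolic ribosomal protein genes. A PVCA of log2 CPM as deposited, on the 24 libraries, gave 3.44% of the variance to *Methylo*, 0.945% to *Col2*, 3.61% to their interaction and 92.0% to the residual. When the groups were relabelled 1000 times, shares at least as large came up for *Methylo* in 369, for *Col2* in 689 and for the interaction in 203 (permutation p = 0.369, 0.689 and 0.203, one-sided). After removal of the 5 latent variables the shares were 7.64%, 11.6% and 20.5%. In 100 relabellings with the control genes and latent variables made anew, shares at least as large came up in 51, 33 and 19, and the medians were 7.78%, 9.44% and 13.2%. From the share of the interaction, the paper concludes that interaction effects were strong in plants given both endophytes.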

Thirty-four genes responded significantly to the interaction of *Methylo* and *Col2* (Table S1). 

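Of the 34 genes, 24 had a negative and 10 a positive interaction coefficient, with a sign opposite to that of the *Methylo* coefficient in all 34. The same holds for all 298 *Methylo* genes: both coefficients use the Control and *Methylo* libraries, which favors opposite signs in genes chosen this way. LOC100306161, an OS3-like protein, had the coefficient farthest from 0, at -4.93 (SE 0.91, adjusted p = 0.0394). LOC732656 encodes dehydration-responsive element binding protein 3 (DREB3), a regulator of drought and cold genes, and had a coefficient of -3.84 (SE 0.73, adjusted p = 0.0430). LOC100777166 encodes NCED1, the enzyme that commits carotenoids to abscisic acid, and had -3.68 (SE 0.655, adjusted p = 0.0383). Among the positive ones, LOC100788717, which encodes sucrose synthase 2 and cleaves sucrose, had 1.23 (SE 0.23, adjusted p = 0.0455).

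Of 127 ERF and DREB transcription factor genes, listed before the data were examined, 1 was lower over all genes and 20 were lower and 1 higher adjusted over the list alone. The set test camera, with a preset correlation of 0.01, gave an adjusted p of 2.24e-05, and 0.199 with the correlation estimated from the data. Of 125 WRKY genes 1 was lower, and 15 were lower adjusted over the list alone (camera adjusted p = 2.07e-07, and 0.223 with the estimated correlation). With the estimated correlation, camera called none of the 33 lists, and another set test, fry, called 6. The lists were fixed before the data were examined, but the study's values for its interaction genes had been seen. Among these are LOC732656 in the ERF and DREB list and LOC100798375 in the WRKY list, so the set tests are not wholly independent evidence. Within groups, 35 of the WRKY genes fell with the number in the library name and 1 rose, as did 18 and 4 of the ERF and DREB genes.

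In limma, 5554 genes had an unadjusted p under 0.05 for the interaction. The number called was 0 without latent variables, 61 with edgeR (32 of them among the 34) and 1040 with DESeq2. Leaving out 1 library gave 0 without *Col2* 2a, *Col2* 10a, *Methylo* 19a, *Methylo+Col2* 29a, *Methylo+Col2* 49a or Control 30a, and up to 1429 without *Col2* 27a. Of 100 splits of the 24 libraries into 4 groups of 6, the real one included, 31 gave at least 34 genes. The number in the library name was followed within groups by 18 of the 34 genes, 52.9%, against 14.8% of all genes.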

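In plants given *Methylo* alone, LOC100306161, which encodes an OS3-like protein, rose by a log2 fold change of 4.09 (SE 0.64, adjusted p = 0.00702), from -0.45 ± 1.22 log2 CPM (SD, n = 6) in Control to 3.50 ± 1.98 (SD, n = 6). LOC100802508 encodes the ethylene-responsive transcription factor ERF017 and rose by 3.80 (SE 0.60, adjusted p = 0.00702). The ERF017 genes LOC100813688 and LOC100804384 rose by 3.25 (SE 0.56) and 3.18 (SE 0.61), and such copies can share reads. LOC732656, the DREB3 gene, rose by 3.65 (SE 0.51, adjusted p = 0.00686), and LOC100786709, which encodes the repressor ERF4, by 1.80 (SE 0.25, adjusted p = 0.00686). LOC100800966, a U-box gene of the E3 ubiquitin ligases that mark proteins for degradation, rose by 3.05 (SE 0.49, adjusted p = 0.00791).

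Of the 127 ERF and DREB genes, 12 were higher over all genes, and 22 were higher and 5 lower adjusted over the list alone. Camera gave this list an adjusted p of 0.000146, and 0.210 with the estimated correlation. Of 94 NAC transcription factor genes, which act in stress and senescence, 4 were higher, and 8 were higher and 2 lower adjusted over the list alone (camera adjusted p = 0.00168, and 0.210 with the estimated correlation). The 4 genes of the HSPRO family, named after a nematode resistance gene of sugar beet, had a median log2 fold change of 1.74 (camera adjusted p = 1.77e-05, and 0.210 with the estimated correlation). Of them 2 were higher, and 3 adjusted over the list alone. The study's values for 2 of these genes, LOC100778560 and HS1pro1, had been seen when the list was made. The camera p of this list is therefore not independent evidence. All 4 HSPRO genes fell with the number in the library name within groups, at a median of -0.93 log2 units per 10 numbers, and 15 of the NAC genes fell and 0 rose.

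Limma gave 6166 genes an unadjusted p under 0.05 for *Methylo*. Averaged over plants with and without *Col2*, limma called 0 genes for *Methylo*, with 3484 at an unadjusted p under 0.05. Without latent variables 1 gene was called, with 4 latent variables 191 and with 6 741. Leaving out 1 library gave from 112 genes (without *Methylo* 9a) to 3323 (without *Methylo* 16a), and 15 of the 24 libraries changed the number by less than 1.5 times. Without each of these 15, 180 to 286 of the genes called were among those of the fit to all 24 libraries. Of the 100 splits, the real one included, 20 gave at least as many genes. The number in the library name was followed within groups by 119 of the genes called for *Methylo*, 39.9%.

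**Figure D1:**
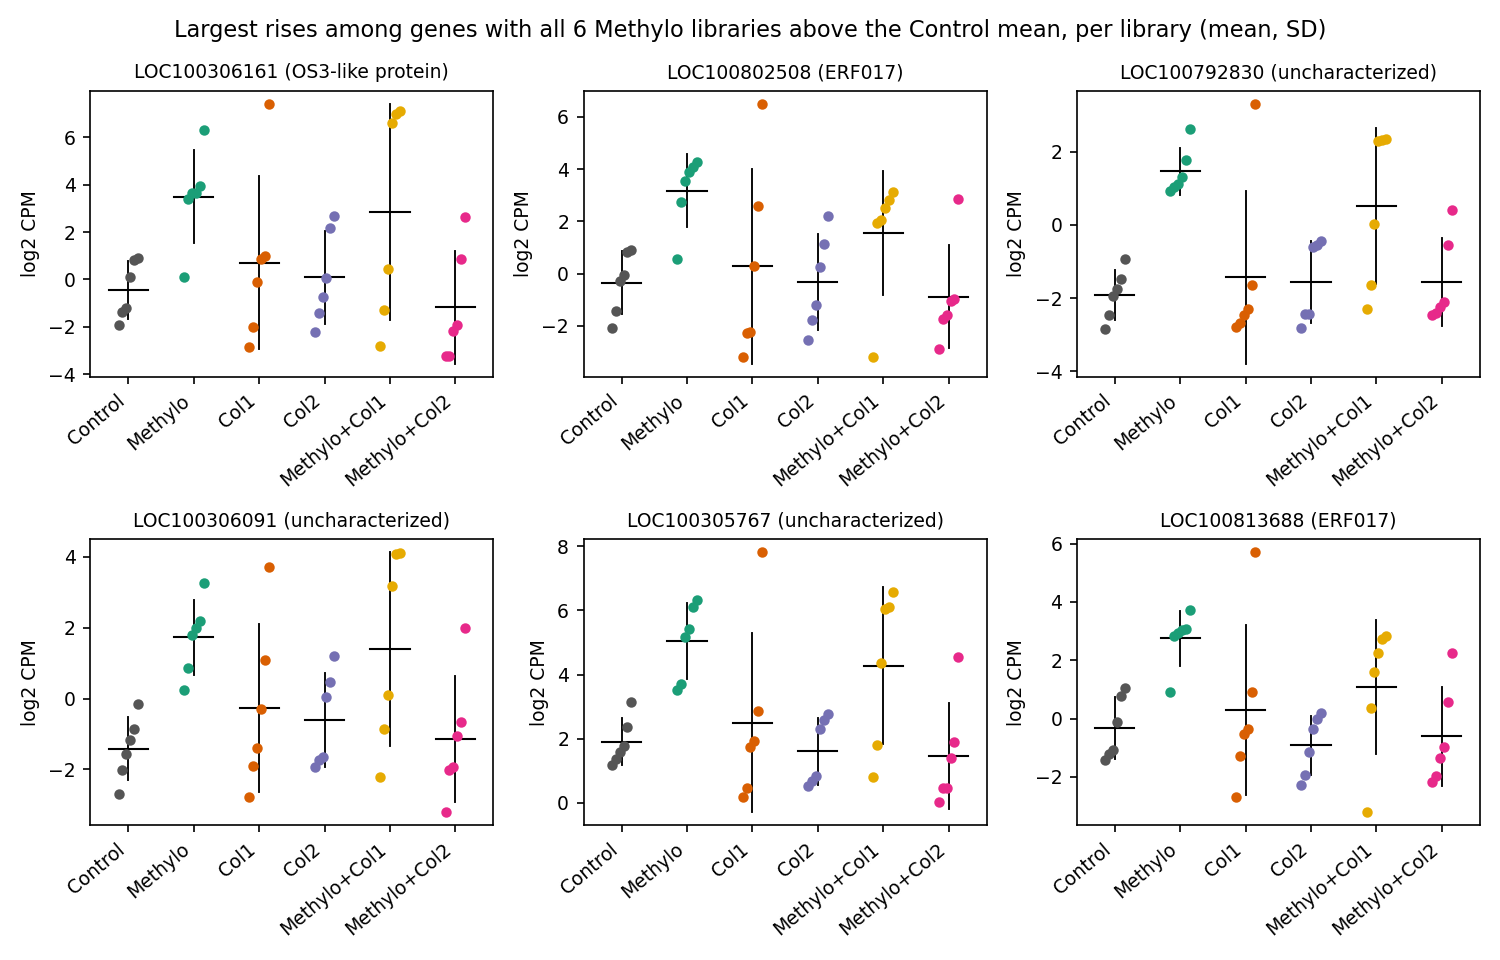
Log2 CPM per library (points) in the 6 groups, with the group mean (bar) and SD (line), for LOC100306161, LOC100802508, LOC100792830, LOC100306091, LOC100305767 and LOC100813688. LOC100306161 lies from 0.09 to 6.29 log2 CPM in the *Methylo* libraries, at 7.43 in *Col1* 7a, and at 7.00, 7.10 and 6.59 in *Methylo+Col1* 6a, 17a and 21a.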

Many more (298) genes responded to the main effect of *Methylo* inoculation (“*Methylo* genes”), including 26 of the 34 interaction genes (Table S1 and Fig. S2). While the presence of *Col2* modified the responses of soybean genes to *Methylo* inoculation (*i.e*. interaction genes), no genes responded significantly to the main effect of *Col2* inoculation (Table S1).

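Against Control, limma called 0 genes for *Col2* alone, with 3928 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0867. EdgeR called 0, with 3992 at an unadjusted p under 0.05, and DESeq2 called 122. The gene nearest to the threshold in limma was LOC100816011, a glutathione S-transferase of detoxification, with a log2 fold change of 1.57 (SE 0.24, adjusted p = 0.0867). Of the 100 genes of phenylpropanoid and isoflavonoid synthesis none was called over all genes, and 77 had a positive coefficient, with a median of 0.36. Adjusted over the list alone, 25 were higher and 2 lower, and 0 without latent variables. Camera gave the list an adjusted p of 5.28e-11, and 0.0959 with the estimated correlation. LOC100786578, an isoflavone reductase homolog of phytoalexin synthesis, had a log2 fold change of 1.37 (SE 0.26, adjusted p = 0.255). Of the 51 circadian clock genes 10 had a positive coefficient (camera adjusted p = 3.40e-06, and 0.439 with the estimated correlation). The clock gene GIGANTEA (LOC100781641) had a log2 fold change of -1.03. It rose within groups by 0.66 log2 units per 10 numbers in the library name, whose mean was 13.0 in *Col2* and 24.2 in Control. Of the 51 clock genes, 14 rose with the number and 7 fell, at a median of 0.007 log2 units per 10 numbers. The slope of GIGANTEA therefore does not stand for the list. Camera with the preset correlation called 11 of the 33 lists for *Col2*, 9 of them higher, and none with the estimated correlation. The set test fry called 1 list, and without latent variables its lowest adjusted p was 0.799. Leaving out 1 library gave 555 genes without *Col2* 27a, 89 without Control 33a, 2 without Control 12a, 1 without *Methylo* 16a, and 0 without each of the other 20.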

Next, we used tests of GO enrichment to better understand the functions upregulated when soybeans respond to endophyte inoculation (Tables S2 and S3). Importantly, most differentially regulated genes were unknown and were not assigned GO terms (60% and 66% of interaction-responsive and *Methylo* main effect genes, respectively; Table S1). Nevertheless, GO terms indicating stress and defense were commonly upregulated (Fig. 2; Tables S2 and S3). 

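The uncharacterized genes included some of the largest rises with *Methylo* alone. LOC100792830 rose from -1.91 ± 0.69 log2 CPM (SD, n = 6) in Control to 1.46 ± 0.64 in *Methylo* (log2 fold change 3.44, SE 0.39, adjusted p = 0.00117). It had the lowest adjusted p of all genes for *Methylo*, and its interaction coefficient was -3.19 (adjusted p = 0.0383). LOC100306091 rose by 3.35 (SE 0.50, adjusted p = 0.00686) and LOC100305767 by 3.26 (SE 0.51, adjusted p = 0.00702). The annotation describes 10 of the 34 interaction genes (29.4%) and 75 of the 298 *Methylo* genes (25.2%) as uncharacterized, against 7629 of the 33223 genes (23.0%). In the first 689 of the 33223 rows of Table S1, 21 of the 34 interaction genes (61.8%) and 127 of 195 *Methylo* genes (65.1%) carried no biological process term. Those with no GO term of any kind numbered 11 (32.4%) and 66 (33.8%). Those rows held all 34 interaction genes but 195 of the 298 *Methylo* genes, so they are no neutral sample. Counts of *Methylo* genes per GO term in them can be too low.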

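Stress and defense genes were followed as lists fixed before the data were examined, since only part of Table S1 was at hand and no enrichment was tested on it. The study's values for the genes of Table S4 and of its GO terms had been seen when the lists were made. The wound and touch list, of 47 genes, also took in ZAT zinc finger and VQ motif genes. It had 5 members higher with *Methylo* alone, and 8 adjusted over the list alone (camera adjusted p = 0.0106, and 0.493 with the estimated correlation). Among the 5 are the ZAT10 genes LOC100819484, SCTF-1, LOC100806788 and STF-3, which also carry the chitin term. Within groups, 11 genes of the list fell with the number in the library name. LOC100813044, another of the 5, encodes wound-induced protein 1 and had a log2 fold change of 1.81 (SE 0.32, adjusted p = 0.0145). LOC100777166, the NCED1 gene, rose by 2.56 (SE 0.46, adjusted p = 0.0145), and was the one gene of 46 in the abscisic acid list to be called. LOC100791597, a calcium sensor of the CML24 type, rose by 0.99 (SE 0.16, adjusted p = 0.00702), with 6 of 224 calcium signalling genes higher. For the 109 genes of pathogenesis-related proteins, chitinases and glucanases limma called 0, and 0 adjusted over the list alone. For the 71 jasmonate genes it also called 0 in both ways, and for the 29 genes of salicylic acid and systemic acquired resistance 0, and 1 lower adjusted over the list alone. For WRKY genes limma called 0, and 10 higher adjusted over the list alone. Among 261 NLR disease resistance genes LOC100798933, an RPM1 receptor, was lower, at -0.67 (SE 0.15, adjusted p = 0.0382). Camera with the preset correlation called 11 of the 33 lists for *Methylo*, 8 of them higher, and none with the estimated correlation. The set test fry called 3 lists, and without latent variables its lowest adjusted p was 0.702.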

Three terms (response to hypoxia; GO:0001666, seed maturation; GO:0010431, and tryptophan catabolic process to kynurenine; GO:0019441) were in the top 10 most significant for both gene sets. 

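In the first 689 of the 33223 rows of Table S1, hypoxia and seed maturation were carried by the same gene. It is LOC100788717, the sucrose synthase 2 gene, whose enzyme splits sucrose for use when oxygen or carbon is short. With *Methylo* alone it fell by a log2 fold change of -0.71 (SE 0.165, adjusted p = 0.0476), from 1.35 ± 0.24 log2 CPM (SD, n = 6) in Control to 0.66 ± 0.53. With both microbes it was at 1.31 ± 0.52. The term for tryptophan breakdown to kynurenine was carried by 3 genes in those rows, 2 of them higher with *Methylo*. They belong to the HSPRO family, and HSPRO2 is a positive regulator of basal resistance to bacteria in *Arabidopsis*. HS1pro1 rose by 2.82 (SE 0.44, adjusted p = 0.00702), from 2.48 ± 0.75 log2 CPM to 5.14 ± 1.24. LOC100778560, an HSPRO2 gene, rose by 2.15 (SE 0.35, adjusted p = 0.00791), and its interaction coefficient was -2.82 (SE 0.495, adjusted p = 0.0383). The interaction coefficient of HS1pro1 was -3.19 (adjusted p = 0.0508).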

Additional GO terms related to stress and defense were not in the top 10 for one or both gene sets, but were significant for both (response to chitin; GO:0010200, systemic acquired resistance; GO:0009627, and response to osmotic stress; GO:0006970).

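In the first 689 of the 33223 rows of Table S1, the osmotic stress term was carried by 2 genes for calmodulin-binding protein 25, a dampener of osmotic stress responses in *Arabidopsis*. These genes, LOC100782392 and LOC100790912, rose with *Methylo* alone by log2 fold changes of 1.46 (SE 0.27, adjusted p = 0.0147) and 1.54 (SE 0.285, adjusted p = 0.0151). LOC100782392 was at 3.38 ± 0.84 log2 CPM (SD, n = 6) in Control, 4.69 ± 0.76 in *Methylo* and 3.15 ± 0.80 in *Methylo+Col2*. In those rows, 1 gene carried systemic acquired resistance, the uncharacterized LOC100500207, which rose by 2.17 (SE 0.40, adjusted p = 0.0151). Neither this gene nor the pair for osmotic stress passed for the interaction at an adjusted p under 0.05, where LOC100782392 had 0.0540. None of the 6 chitin genes in those rows was among the 34 interaction genes. In limma, the unadjusted p for the interaction was 0.000103 for LOC100782392, 0.000138 for LOC100790912 and 0.000393 for LOC100500207. For the 6 chitin genes it ran from 0.000152 to 0.000936. Those rows held all 34 interaction genes but 195 of the 298 *Methylo* genes, and appear to be ordered by the interaction p. Small values among their genes thus follow in part from the rows at hand. They cannot tell which P the paper's GO tests used. The paper's GO tests counted genes at a P of at most 0.05, and the paper does not say whether it was adjusted.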

**Figure 2.**
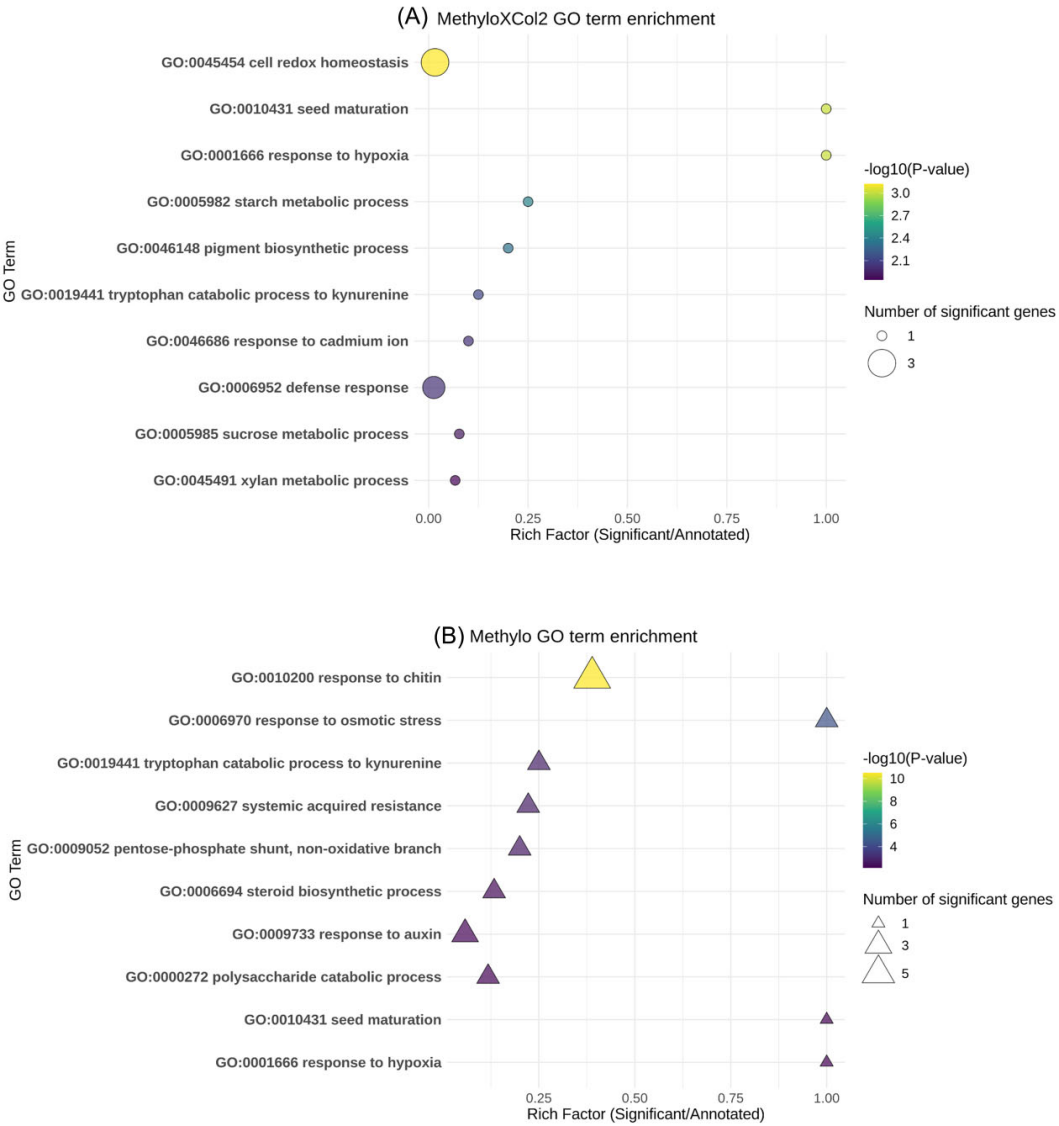
Gene Ontology (GO) terms for genes that responded significantly to (A) *Methylo* x *Col2* interaction, or (B) the main effect of *Methylobacterium*. Top GO terms are ranked by their *P*-values in a Fisher's Exact Test along the *Y*-axis, while the *X-*axis (Rich factor) represents the ratio of significant genes to annotated genes for each GO category. The size of the dots represents the number of significant genes on each GO category.

Inspection of individual interaction-responsive genes across experimental treatments, combined with their annotations, suggests dynamic and context-dependent functional responses of soybean leaves to endophyte inoculations. 

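Over the 298 genes called for *Methylo* alone, the median absolute log2 fold change in the limma fit was 1.09 without *Col2* and 0.20 for *Methylo+Col2* against *Col2*. The genes were chosen for their change without *Col2*, so a smaller value with *Col2* follows in part from the choice and is no test of a weaker response. For *Methylo+Col2* against *Col2*, 98 genes had the direction of *Methylo* alone and 200 the opposite one, with a median of -0.11 in that direction of *Methylo* alone. For *Methylo+Col2* against Control, 222 had the direction of *Methylo* alone, with a median of 0.16 in that direction. This comparison uses the same Control libraries on which the genes were chosen, which favors the same direction, so the 222 are no evidence of a response kept with *Col2*. LOC100777166, the NCED1 gene, was at -0.40 ± 1.01 log2 CPM (SD, n = 6) in Control, 2.21 ± 0.80 in *Methylo*, 0.80 ± 1.30 in *Col2* and -0.23 ± 1.34 in *Methylo+Col2*. LOC100819484, a ZAT10 gene, was at 2.75 ± 0.38 in Control, 4.51 ± 0.69 in *Methylo*, 2.88 ± 1.02 in *Col2* and 2.50 ± 1.27 in *Methylo+Col2*.

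For *Methylo+Col2* against *Col2*, limma called 0 genes, with 2946 at an unadjusted p under 0.05. EdgeR called 0, with 2832, and DESeq2 45. For *Methylo+Col2* against Control, limma called 0 (2470 at an unadjusted p under 0.05), edgeR 0 (2387) and DESeq2 9. Without *Col2* 27a, limma called 717 genes for *Methylo+Col2* against *Col2*, without *Methylo+Col2* 4a 53, and without Control 12a 1. Without Control 25a it called 1 gene for *Methylo+Col2* against Control.

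The 34 interaction genes were chosen by the study on these libraries, so the distances on them are not independent evidence. On their scaled values, adjusted for the 5 latent variables, the mean of *Methylo+Col2* lay 2.09 from that of Control, 6.52 from *Col2* and 11.2 from *Methylo*. On the values as deposited, these distances were 1.96, 5.77 and 8.55, and the smallest branch of the tree that held all 6 *Methylo* libraries also held 9 others.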

Overall, responses to *Methylo* inoculation were different, and stronger, when *Col2* was not present, compared to dual inoculation; in the heatmap of interaction-responsive genes, the transcriptomes of plants singly inoculated with *Methylo* clustered together and separately from all other samples, whereas the *Methylo+Col2* samples were most similar to uninoculated controls (Fig. 3). 

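The interaction genes of Table S4 included the aspartic protease-like gene LOC100797018 (basic 7S globulin), the actin bundler gene LOC100803795 (villin-3) and the redox gene LOC100809924 (glutaredoxin-C9), 1 from each group of that table. LOC100809924 was at 1.81 ± 0.32 log2 CPM (SD, n = 6) in Control, 3.20 ± 0.55 in *Methylo*, 2.09 ± 0.85 in *Col2* and 1.60 ± 0.85 in *Methylo+Col2*. In the groups with *Col1*, which took no part in the choice of these genes, it was at 2.02 ± 1.51 in *Col1* and 2.77 ± 1.18 in *Methylo+Col1*. Averaged over the 13 genes that Table S4 lists with it, 1 library given *Col1* alone (7a) stood 3.33 log2 units above the mean of the 36 libraries, and the other 5 lay from -1.44 to 0.20. Within groups, 9 of these 13 genes fell with the number in the library name, as did 6 of the 11 listed with LOC100797018. Of the 10 listed with LOC100803795, 3 rose with it.

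**Figure D2:**
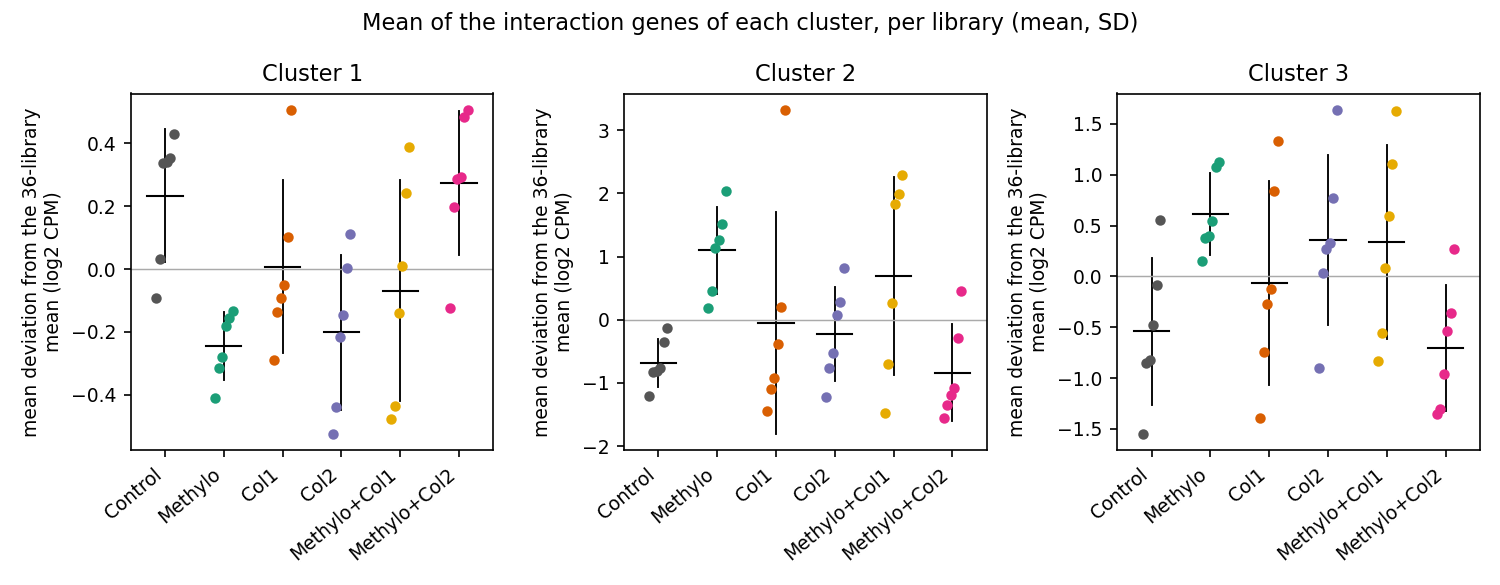
Mean log2 deviation from the mean of the 36 libraries, per library (points), over the genes of each of the 3 clusters of Table S4, with the group mean (bar) and SD (line) in the 6 groups. For Cluster 2 the *Methylo* mean is 1.10 ± 0.69 and the Control mean -0.68 ± 0.38 (SD, n = 6).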

The 34 interaction-responsive genes grouped into three clusters based on their reaction norm patterns (Fig. 3). 

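LOC100783513 encodes auxin response factor 4 (ARF4), a transcription factor of leaf polarity and growth. It was at 3.67 ± 0.29 log2 CPM (SD, n = 6) in Control, 3.23 ± 0.27 in *Methylo*, 3.38 ± 0.22 in *Col2* and 3.83 ± 0.31 in *Methylo+Col2*, with an interaction coefficient of 0.81 (adjusted p = 0.0383). LOC100777280, an RPP13-like disease resistance gene, had log2 fold changes of -0.37 with *Methylo* (SE 0.10, adjusted p = 0.0796), -0.36 with *Col2* (adjusted p = 0.260) and 0.09 with both (adjusted p = 0.818). LOC100803795, the villin-3 gene, had -0.40 with *Methylo* (adjusted p = 0.0771) and -0.48 with *Col2* (adjusted p = 0.255). Over the 10 genes of Table S4 in this group, the median log2 fold change against Control was -0.48 with *Methylo*, -0.36 with *Col2* and 0.02 with both. Limma called 6 of the 10 for *Methylo*, 0 for *Col2* and 0 for both. Adjusted over the 34 genes alone it called 10, 10 and 0, and since the 34 were chosen on these samples this is not independent evidence. The unadjusted p for *Col2* was under 0.05 in all 10, at most 0.0218. LOC100783513 and 5 others of the 10 passed for *Methylo* with 5 latent variables, and without them 1 of the 34 genes passed for *Methylo*.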

The first cluster (Cluster 1) features genes associated with defense and normal development (Table S4) and was downregulated in response to single inoculation of either *Methylo* or *Col2*, but expressed similar to baseline (control) under co-inoculation (Fig. 3). Cluster 3 features genes involved in structural maintenance and protein degradation; these genes responded opposite to Cluster 1 and were upregulated in response to single inoculation with either *Methylo* or *Col2* but remained downregulated in co-inoculation (Fig. 3). 

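LOC100777166 (NCED1) had a log2 fold change of 1.17 with *Col2* alone (adjusted p = 0.348). LOC100811790 encodes XERICO, an E3 ubiquitin ligase that raises abscisic acid levels in *Arabidopsis*. It rose by 1.79 with *Methylo* (SE 0.30, adjusted p = 0.0108), had 0.92 with *Col2* (adjusted p = 0.288) and 0.48 with both (adjusted p = 0.709). LOC100792012, a chloroplast polyphenol oxidase that oxidizes phenols in damaged leaves, rose by 1.66 with *Methylo* (SE 0.38, adjusted p = 0.0412), and its interaction coefficient was -3.03 (SE 0.53, adjusted p = 0.0383). It was at 0.83 ± 2.02 log2 CPM (SD, n = 6) in Control and 0.20 ± 0.65 in *Methylo+Col2*. LOC100798375, a WRKY40 gene, had 1.34 with *Methylo* (adjusted p = 0.0629), 1.18 with *Col2* (adjusted p = 0.260) and an interaction coefficient of -2.54 (SE 0.48, adjusted p = 0.0430). Over the 11 genes of Cluster 3, the median log2 fold change against Control was 1.23 with *Methylo*, 0.72 with *Col2* and -0.04 with both, where 8 of 11 were negative. Limma called 7 of them for *Methylo*, 0 for *Col2* and 0 for both. Adjusted over the 34 genes alone, it called 11, 10 and 0.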

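LOC732656, the DREB3 gene, was at -2.79 ± 0.39 log2 CPM (SD, n = 6) in Control, 0.70 ± 1.77 in *Methylo*, -1.87 ± 1.21 in *Col2* and -2.58 ± 1.07 in *Methylo+Col2*. LOC100795967 encodes UDP-glucuronate 4-epimerase 1, which makes a sugar precursor of pectin, and rose by 1.49 with *Methylo* (SE 0.22, adjusted p = 0.00686). LOC100527118, an uncharacterized gene with a redox annotation, rose by 1.88 (SE 0.28, adjusted p = 0.00686). LOC100798910, an uncharacterized gene, rose by 1.77 with *Methylo* (adjusted p = 0.00686). Over the 13 genes of Table S4 in this group, the median log2 fold change against Control was 1.49 with *Methylo*, 0.31 with *Col2* and -0.04 with both. Limma called 13, 0 and 0 of them, the same as adjusted over the 34 genes alone. The values of LOC732656 in the groups with *Col1* were -1.22 ± 3.34 in *Col1* and -0.57 ± 1.63 in *Methylo+Col1*.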

Finally, genes in Cluster 2 are mostly uncharacterized, but are again consistent with stress and pathogen responses; these genes were upregulated by single inoculation of *Methylo*, compared to all other treatments (Fig. 3).

**Figure 3.**
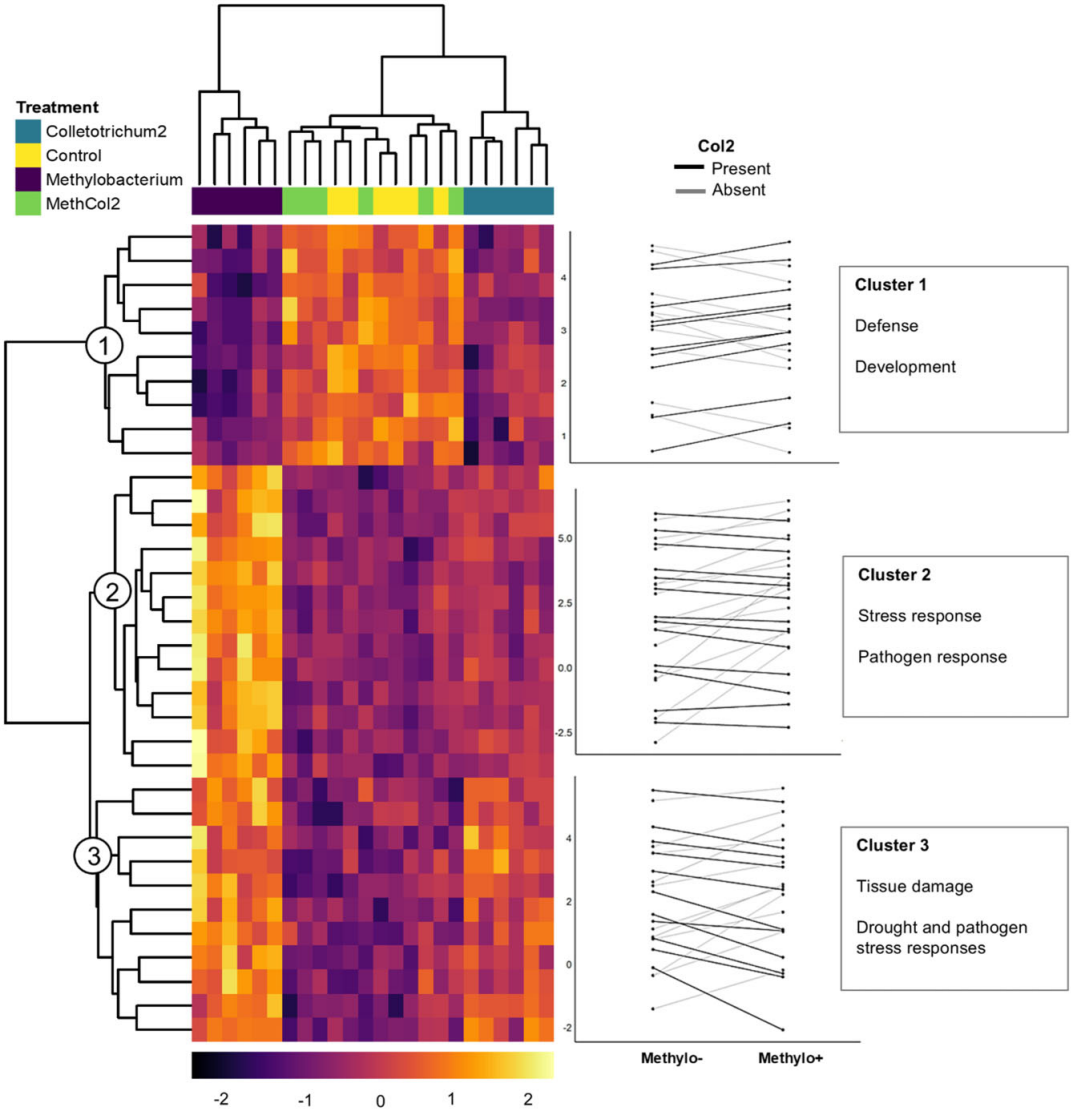
Soybean leaf transcriptomic responses to the interactive effects of inoculation with *Methylobacterium* and *Colletotrichum* (*Col2*) leaf endophytes. Shown is the heatmap of 34 genes that responded significantly to the *Methylo x Col2* interaction; three clusters delineate genes that responded similarly. On the right are reaction norm plots showing that gene expression in each of the three clusters depends on the interaction of both endophytes, along with significant functions indicated by GO analysis.

Of the 298 genes that responded to the main effect of *Methylo*, 195 genes were upregulated compared to controls, while 103 genes were downregulated (Fig. S3). Both up- and downregulated genes featured annotations involved in stress and defense response, gene regulation, transmembrane transport, and lipid metabolism (Table S1). However, upregulated genes also included “response to chitin” (six genes), “proteolysis” (four genes), and “cell redox homeostasis” (four genes). By contrast, downregulated processes included “amino acid transmembrane transport” (three genes) and “auxin-activated signaling pathway” (two genes). 

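Among the falls with *Methylo* alone, LOC112999206, a 28S ribosomal RNA that is left over in a library of messenger RNA, had a log2 fold change of -3.75 (SE 0.72, adjusted p = 0.0187). In 5 of the 6 *Methylo* libraries it was at -3.21 log2 CPM, the lowest value of the table. LOC100782525, the auxin-responsive gene SAUR50, fell by 1.47 on the log2 scale (SE 0.23, adjusted p = 0.00702), while LOC113001439 and LOC100778121, of the same SAUR family, rose by 3.05 (SE 0.51) and 2.42 (SE 0.45). LOC100782431, an MLO-like 6 gene of the family that powdery mildew needs to enter leaves, fell by 1.34 (SE 0.25, adjusted p = 0.0155), from 1.60 ± 0.38 log2 CPM (SD, n = 6) in Control to 0.24 ± 0.78. In ethylene synthesis and perception, an ethylene receptor (LOC100795799) fell by 0.46 (adjusted p = 0.0372) and an ACC oxidase-like gene (LOC100790622) by 1.12 (adjusted p = 0.0476), the 2 of 45 genes called. Of 599 E3 ubiquitin ligase genes 10 were higher and 3 lower, and 18 were higher and 13 lower adjusted over the list alone. Of 199 auxin genes 3 were higher and 5 lower, and 9 and 10 adjusted over the list alone. EdgeR called 217 genes higher and 72 lower, and with the 36 libraries and 6 latent variables limma called 10 and 10.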

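LOC100817534 encodes cycloartenol-C-24-methyltransferase, the first step from cycloartenol to plant sterols. It fell with *Methylo* alone by 1.53 on the log2 scale (SE 0.35, adjusted p = 0.0412), from 3.72 ± 0.88 log2 CPM (SD, n = 6) in Control to 2.12 ± 0.99. LOC100782027 encodes 3-ketoacyl-CoA synthase 11, which lengthens fatty acids for waxes, and rose by 1.18 (SE 0.25, adjusted p = 0.0301), the one of 35 wax and cuticle genes called. LOC778072, the transcription factor gene MYB61 of stomata and cell walls, fell by 1.33 (SE 0.30, adjusted p = 0.0434), from 0.71 ± 0.40 log2 CPM to -0.57 ± 0.49. The NAC genes NAC19 and LOC100814504 rose by 1.02 (SE 0.16, adjusted p = 0.00702) and 2.07 (SE 0.38, adjusted p = 0.0145). TCHQD2, a glutathione S-transferase, rose by 0.62 (SE 0.135, adjusted p = 0.0355), the one of 54 such genes called. Neither LOC778072 nor LOC100817534 was called for the interaction with *Col2* (adjusted p = 0.0781 and 0.127).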

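The 6 chitin genes in the first 689 of the 33223 rows of Table S1 encode zinc finger proteins: ZAT10, a repressor of stress genes induced by chitin, cold and salt, and CCCH-type protein 29. LOC100819484 and SCTF-1, both ZAT10 genes, rose with *Methylo* alone by 1.90 (SE 0.30, adjusted p = 0.00702) and 2.00 (SE 0.375, adjusted p = 0.0164). The ZAT10 genes LOC100806788 and STF-3 rose by 1.77 (SE 0.32, adjusted p = 0.0145) and 1.21 (SE 0.22, adjusted p = 0.0151). LOC100783376, of the CCCH type, rose from 5.73 ± 0.72 log2 CPM (SD, n = 6) in Control to 7.30 ± 1.00 (log2 fold change 1.69, SE 0.32), and its copy LOC100812481 by 1.74 (SE 0.33). Copies in these families can share reads. For proteolysis, those rows held 2 genes higher with *Methylo*, LOC100797018 at 1.39 (SE 0.29, adjusted p = 0.0266) and GIP1 at 0.61 (SE 0.125, adjusted p = 0.0264). Both are basic 7S globulins, related to aspartic proteases. Of 230 protease genes 5 were higher and 1 lower, and 14 and 14 adjusted over the list alone. For redox, LOC100809924 and LOC100791149 (glutaredoxin-C9) rose by 1.48 (SE 0.21, adjusted p = 0.00686) and 1.16 (SE 0.26, adjusted p = 0.0391), and the thioredoxin-like gene LOC100306716 by 1.93 (SE 0.35, adjusted p = 0.0145). LOC100811817, with the same term, fell by 0.56 (SE 0.11, adjusted p = 0.0212).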

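LAX13, an auxin influx carrier, fell with *Methylo* alone by 1.00 on the log2 scale (SE 0.225, adjusted p = 0.0403), from 2.47 ± 0.33 log2 CPM (SD, n = 6) in Control to 1.52 ± 0.81. LOC100786621, an amino acid permease 7 gene that moves amino acids into cells, fell by 0.41 (SE 0.09, adjusted p = 0.0450), and its copy LOC100781077 by 0.57 (SE 0.13, adjusted p = 0.0394). In the first 689 of the 33223 rows of Table S1, 3 genes carried the amino acid transport term and 2 of them were lower. Of 74 amino acid transporter genes listed by name, 2 were lower, and 4 were lower and 1 higher adjusted over the list alone. For auxin signaling, LOC100783513 (ARF4) fell by 0.48 (SE 0.10, adjusted p = 0.0263), 1 of 2 genes with that term in those rows. In *Methylo+Col2*, LAX13 was at 2.27 ± 0.62 log2 CPM, and limma did not call it against Control.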

In sum, our transcriptome results indicate that plants respond to inoculation with these facultatively beneficial microbes via both known and undescribed signaling and defense mechanisms, and that inoculation with some leaf endophytes (e.g. *Colletotrichum*) can have non-additive, even repressive effects on plant responses to other endophytes (e.g. *Methylo*).

## Discussion

Interactions between plants and their dominant phyllosphere endophytes have important effects on plant nutrition, abiotic stress tolerance, and disease resistance—but occur within diverse microbiomes whose composition and phenotypic effects can change across abiotic and biotic environments. Here, we show that the dominant foliar endophytes of soybean influence plant growth and transcriptomic responses, but that these effects are modulated by the microbial conditions in which they occur. We also show that transcriptomic effects on the plant under sterile soil conditions are dependent on the combination of microbes present in the phyllosphere, with regulatory differences suggesting microbial mediation of genes related to stress, defense, and pathogen response. We discuss the possible explanations for, and implications of, these main results below.

### Phenotypic effects of endophytes are context-dependent

We found that all endophyte treatments used in this study led to increased plant growth in the greenhouse under axenic conditions, but not when plants were inoculated with field soil microbes. Soybeans growing in sterilized soils are missing many root symbionts, including bacterial and fungal mutualists such as rhizobia and mycorrhizal fungi, which are well-known to improve nutrient and water acquisition (Hartnett and Wilson 2002, Kumawat et al. 2019). Our work suggests that the endophytes studied here confer benefits to host plants, but that these effects might be facultative or harder to detect under more natural conditions where plants interact with diverse microbial taxa, which might themselves confer larger fitness benefits, precede endophyte colonization, and/or compete better for shared niches, including phyllosphere. Indeed, Azad and Kaminskyj (2016) found that tomato plants had higher biomass when inoculated with endophytes (compared to control plants), but only under salt or drought stress. A meta-analysis of plant stress mitigation by endophytes showed that endophytes increased biomass accumulation of host plants under drought, nitrogen deficiency, and excessive salinity in forty-two plant species (Rho et al. 2018). Notably, our soybeans grown in sterilized soil did not have access to *Bradyrhizobium* symbionts, which are known to be important for Nitrogen-based mutualism with soybean (Mazur et al. 2024).

Beyond their direct effects on plant growth in microbially depauperate conditions, these endophytes might play other roles in plant health in the field *via* their interactions with other taxa. *Colletotrichum* is a diverse genus and includes members known to inhibit other parasitic fungi from infecting plant leaves (Rodriguez and Redman 2008, Vorholt 2012). Infection of mutualistic or commensal fungi can simply decrease the space available for parasitic fungi (Heydari and Pessarakli 2010, Terhonen et al. 2019) or might have more direct competitive or exclusionary effects on other microbes (Afkhami et al. 2021). These types of context-dependent, multi-player effects make predicting the direct impact of any particular taxon in the microbiome difficult. Simplified experiments under tightly controlled conditions can overestimate the effects of single taxa (Anderson et al. 2013) or alternatively fail to detect important effects because they only occur in some conditions. However, estimating the fitness benefits traded between a host and a particular symbiont in the presence of a diverse community remains a challenge. Novel approaches in microbial ecology have helped enable rapid progress in measuring microbial fitness (Koskella and Vos 2015, Burghardt 2020, Mendoza-Suárez et al. 2021, Burghardt et al. 2022), non-additive effects of complex microbial communities on host traits (Pacheco et al. 2021), and even the implications of various abiotic and biotic treatments on microbial eco-evolution (*e.g*. Lau and Lennon 2012, Koskella and Vos 2015, Ricks and Yannarell 2023).

Microbial communities, and their concomitant effects on host growth and fitness, are likely to be altered under rapid environmental change. In Christian et al. 2021, we found that *Methylobacterium* decreased in abundance while *Colletotrichum* increased in abundance in elevated [CO_2_] environments. The implications of these and other microbial community shifts for soybean production are currently difficult to predict. The health of native plant communities and agricultural crops is predicted to suffer under rising temperatures, frequent drought, and increased ozone due to negative effects on photosynthesis and plant defense (Ayres 1984, Anderegg et al. 2015, Montes et al. 2022). Although many plants experience a fertilization effect of elevated [CO_2_], these and other environmental factors can even negate this effect (Ruiz-Vera et al. 2013, Jin et al. 2018). Nevertheless, endophytes, epiphytes, and soil microbial communities might be more resilient to such changes, and some may be better than others at tolerating novel conditions (Cruz-Martínez et al. 2009, Kashyap et al. 2018). It is possible that host plants might select endophytic fungi that can tolerate higher stresses as plants are exposed to elevated heat and drought conditions and degraded soils (Saikkonen et al. 2004). The immigration of microbial taxa from areas matching the future environmental conditions of an ecosystem might even promote tolerance to climate change factors (Allsup and Lankau 2019). Given their role in plant stress tolerance, predictive models of how changes in soybean endophyte communities will feed back to alter plant health under heat and drought tolerance will be critical (Morsy et al. 2020). Our data highlights that environmental and community dynamics insert a layer of context-dependency between the effects measured in simple manipulative experiments and the implications for plants in real communities.

### Interactive effects of endophytes on the expression of plant defense genes

Using single and co-inoculation combined with RNAseq, we found that *Methylo* and *Col2* had interactive effects on soybean gene expression. Notably, single inoculation with *Methylo* had the strongest effects on host gene expression, but the presence of *Col2* tended to dampen this response. In Christian et al. (2021), community shifts in response to [CO_2_] as well as inhibition of *Col2* growth by *Methylobacterium* on agar plates suggested competition between these two taxa both in the plant leaf and *in vitro*. We note, however, that the assays from Christian et al. (2021) also suggested facilitation of *Col1* by *Methylo*, for which we found little evidence in our phenotypic or expression data. In fact, *Col1* conferred the greatest plant growth benefit in single inoculation, but we found that this isolate had little effect on plant gene expression. Overall, the magnitude and direction of leaf transcriptomic changes *in vivo* are not always predictable from *in vitro* assays, and the magnitude of the plant transcriptomic response does not necessarily scale with the phenotypic effect on plant growth and fitness (Ramírez-Bahena et al. 2024). These findings suggest that interactions among endophytes influence both plant defense mechanisms and gene regulation, shaping how host plants perceive endophytic colonization and driving synergistic effects that alter the leaf transcriptome.

Our results suggest that, at least under sterile conditions, differential regulation of soybean defense signaling occurs in response to the combination of microbes present in the phyllosphere. Bacteria and fungi use a variety of mechanisms to avoid being perceived as pathogens using enzymatic activity, transcriptomic or signaling transduction systems to regulate host receptors, miRNA, kinases, or immune responses (Chen et al. 2022). Our interaction-responsive genes in Cluster 3 suggest that genes involved in plant responses to tissue damage, drought, and microbial and nematode pathogens (including genes annotated as “response to chitin”) are upregulated when either *Methylo* or *Col2* is inoculated individually, but interestingly not when they are inoculated together. Other genes in Cluster 1, involved with defense and responses to environmental stressors like water scarcity or starvation, were regulated in the opposite direction (downregulated when either *Methylo* or *Col2* is present individually, but not together, compared to controls). Based on functional associations derived from soybean as well as plants like *Arabidopsis*, rice, and apple (Table S4), it is difficult to interpret how defense loci in Cluster 3 and Cluster 1 interact within regulatory networks associated with abiotic and biotic stress response, and thus why some are upregulated while others are downregulated. Indeed, even in the best-studied symbioses like legumes and rhizobia, the interplay of defense upregulation and subsequent downregulation is still being worked out (Grundy et al. 2023). Nevertheless, our results indicate that host plants perceive phyllosphere endophytes differently depending on the presence of other endophytes.

Interactive transcriptome effects between *Meth* and *Col2* may arise from mutual inhibition, synergistic signaling enhancing plant colonization, and/or stress regulation. Our *Col2* and *Methylo* strains might simply inhibit each other's growth and thus either's ability to colonize the plant (Christian et al. 2021). However, as studied in beneficial interactions among microbes, bacteria and fungi infecting leaf tissue rely on effectors that enable them to evade plant defense (Wang et al. 2022). Thus, another interesting possibility is that, on their own, either individual endophyte might not have the full set of effectors necessary to attenuate plant defense responses, but together they are effectively complemented by those of the other endophyte; here, the endophytes might benefit from the presence of each other, and thereby potentially benefiting the host when conditions are right. Synergistic effects of co-inoculation of different endophytes in leaves might be like those reported in diverse microbe communities, where pathogenesis-related genes, changes in secondary metabolism, and signaling pathways that depend on the effects caused by more than one microbe help host growth or resilience to stress (*e.g*. Oukala et al. 2021, Liu et al. 2020, Ben Gaied et al. 2024). The involvement of stress-response genes might also suggest that these microbial players might interact with abiotic environmental factors, such as drought, heat, or nutrient deficiency (e.g. Siebers et al. 2015, Dubey et al. 2021, Agunbiade and Babalola 2024).

While *Col2* seems to dampen host transcriptomic responses to colonization, inoculation with *Methylo* resulted in the upregulation of hundreds of soybean genes involved in defense responses. Genes in interaction-responsive Cluster 2 were upregulated in response to *Methylo* but only when *Col2* was absent and were annotated as involved in defense mechanisms, pathogen response, mucigel formation, desiccation, and salt stress responses. Furthermore, many more genes responded significantly to the main effect of *Methylo* but not the main effects of *Col2* or the interaction of *Methylo x Col2*. These observations suggest that inoculation with *Methylo* had much stronger effects on the soybean transcriptome, compared to those of *Col2*. These effects are consistent with many studies showing strong transcriptomic responses to single microbe infection by various bacteria, fungi, and viruses (Wang et al. 2023). *Colletotrichum* might have attenuation mechanisms for these defense and pathogen responses independent from the presence of other microbes (Liang et al. 2018). Although the fitness benefits that microbes could receive from the plant or from each other were not measured here, it is possible that *Methylo* receives bystander benefits by being faced with attenuated plant responses against microbes. Thus, given their abundance in natural phyllosphere communities, *Colletotrichum* species might be very important in diverse microbial communities by alternately facilitating, or competing with, other microbial colonizers—with host effects depending on the identity of would-be colonizers.

## Conclusions

Our findings indicate that foliar endophytes improved soybean growth and fitness, but only when plants were grown in sterile soil, and that the presence of field soil microbes swamped these effects. The complex transcriptional responses of *Glycine max* to inoculation were similarly community-dependent, indicating non-additive effects of these potentially mutualistic bacterial and fungal endophytes in diverse natural communities. Such strain-specific and synergistic responses underscore the need for a more mechanistic and predictive understanding of plant–microbe interactions and thus their implications for crop adaptation and ecological dynamics under a changing climate.

## Supplementary Material

fiaf053_Supplemental_Files

## Data Availability

RNAseq data can be found NCBI's GEO database under BioProject PRJNA823720. All phenotypic data are available in the DRYAD repository accession https://doi.org/10.5061/dryad.wpzgmsbxj.

# Supplementary material for: Dominant foliar endophytes influence soybean yield and transcriptome
**Source:** FEMS Microbiol Ecol. 2025 May 13;101(6):fiaf053. doi: 10.1093/femsec/fiaf053
**Supplement:** fiaf053_Supplemental_Files

**Supplementary methods 1**

*RNA extraction and sequencing and Library annotation:* Full details can be found in the Supplemental Methods. We extracted RNA from six samples of frozen plant tissue per treatment (n = 36 total) using the QIAGEN® RNAeasy plant Mini Kit with an on-column DNase treatment. For plant library prep and sequencing, samples were submitted to UIUC’s Roy J. Carver biotechnology center. Thirty-six mRNA Libraries were constructed by first selecting polyA RNAs, converting the RNAs to cDNA, performing adaptor ligation, and amplifying. Sequencing was performed using NovaSeq® instrumentation on two 1x100nt lanes, producing over 1 billion reads for the 36 libraries. Reference sequences from the *Glycine max* transcriptome and Annotation 103 from NCBI were utilized for quasi-mapping and count generation. The transcriptome derived from the Glycine_max_v2.1 genome was employed for this purpose. The annotation file facilitated the generation of a transcript-gene mapping table, essential for obtaining gene-level counts. Quality assessment of raw data was conducted by reviewing the FASTQC (version 0.11.8) output from individual samples generated by the sequencing center. A comprehensive report was summarized into a single html report using MultiQC (Ewels *et al*., 2016) version 1.9. All samples exhibited average per-base read quality scores above 30, and no adapter sequences were detected, indicating high-quality reads. Consequently, the trimming step was bypassed, and the data proceeded directly to transcript mapping and quantification.

*Alignment and Gene-Level Quantification:* Salmon (Patro *et al*., 2017) (version 1.2.1) was employed for quasi-mapping reads to the transcriptome and quantifying transcript abundance. The transcriptome was initially indexed using Salmon's decoy-aware method, followed by quasi-mapping with additional arguments to correct for sequence-specific and GC content biases, compute bootstrap transcript abundance estimates, and perform selective alignment. Gene-level counts were estimated based on transcript-level counts utilizing the "bias corrected counts without an offset" method (Soneson *et al*., 2016) from the *tximport* package. The percentage of reads mapped to the transcriptome ranged from 89.9 to 92.9%. Normalization of gene expression levels was performed using the trimmed mean of M values (TMM) normalization method (Robinson & Oshlack, 2010) in the *edgeR* package (Robinson *et al*., 2010) to account for differences in RNA composition. Genes with expression below 0.5 counts per million (cpm) in at least 3 samples were filtered out, resulting in 33,223 genes for further analysis. 

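The table of estimated counts held 53703 genes, and the table of log2 CPM held 33223 of them. Counted again from the estimated counts, 32692 genes were over 0.5 CPM after TMM in at least 3 libraries, and 32744 before TMM. In at least 2 libraries, 33257 genes were over 0.5 CPM. Log2 CPM recomputed with edgeR for the 33223 genes, with a prior count of 3, differed from the authors' values by at most 7.15e-07. The lowest log2 CPM in every library was -3.21, the value of a gene with no reads.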

TMM normalization was re-applied post-filtering.

*RNAseq analyses:* Removal of Unwanted Variation (RUV) (Jacob *et al*., 2016) procedure was used to generate latent variables to be used as covariates. The method of Buja and Eyuboglu (1992), implemented in the “sva” package (Leek & Storey, 2007) indicated that six latent variables should be added to the model. Negative control genes for RUV were selected based on having P > 0.5 for the effects of endophytes and their interaction using the limma-trend method (Chen, *et al.* 2016; Law *et al*. 2014), resulting in 3878 negative control genes. 

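Negative control genes are genes taken to be untouched by the treatments, so that what they share stands for unwanted variation. With all 36 libraries and the terms *Methylo*, *Col1*, *Col2* and both interactions, a limma-trend fit gave p over 0.5 for every term in 3878 genes. In the 24 libraries without *Col1* the same rule gave 6644 genes. The method of Buja and Eyuboglu gave 6 latent variables for the 36 libraries and 4 for the 24. The 5 latent variables of the 24 libraries held 67.2% of the variance of their control genes. No latent variable had more than 4.75% of its variance between the groups. The control genes were chosen for small differences between the groups, so this low share follows from the choice and is no check.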

Six latent variables optimized to stabilize expression of these 3878 genes were then generated. Differential gene expression analysis was performed with limma-trend using the with a model comprehending both endophytes and their interaction as independent variables, and latent variables as covariates. Heatmaps were created using scaled logCPM values after adjusting for latent variables, showing clustering of significant genes.

Full differential expression analysis using limma-trend method from Experiment 4 revealed that inoculation with *Col1* and its interaction with *Methylo* had minimal impact on the soybean transcriptome (results not shown). Therefore, we present here the results of a simplified model including *Methylo* and *Col2* inoculations only. We used principal variant component analysis (PVCA1) to estimate the total proportions of variance in gene expression attributable to the aforementioned model effects, using code from the “pvca” R package ( Li *et al*., 2009) with slight modifications to allow logCPM values to be input directly and a threshold of 0.6 (principal components were included to account for at least 60% of the variance in gene expression).

**References**

Buja, A., & Eyuboglu, N. (1992). Remarks on Parallel Analysis. *Multivariate Behavioral Research, 27*(4), 509–540. <https://doi.org/10.1207/S15327906MBR2704_2>

Chen, Y., Lun, A. T. L., & Smyth, G. K. (2016). From reads to genes to pathways: Differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline [version 2; referees: 5 approved]. *F1000Research, 5*, 1438. https://doi.org/10.12688/f1000research.8987.2

Ewels, P., Magnusson, M., Lundin, S., & Käller, M. (2016). MultiQC: Summarize analysis results for multiple tools and samples in a single report. *Bioinformatics (Oxford, England, 32*(19), 3047–3048. <https://doi.org/10.1093/BIOINFORMATICS/BTW354>

Jacob, L., Gagnon-Bartsch, J. A., & Speed, T. P. (2016). Correcting gene expression data when neither the unwanted variation nor the factor of interest are observed. *Biostatistics (Oxford, England, 17*(1), 16–28. <https://doi.org/10.1093/BIOSTATISTICS/KXV026>

Law, C. W., Chen, Y., Shi, W., & Smyth, G. K. (2014). voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biology, 15*(2).

Leek, J. T., & Storey, J. D. (2007). Capturing heterogeneity in gene expression studies by surrogate variable analysis. *PLoS Genetics, 3*(9), 1724–1735. <https://doi.org/10.1371/JOURNAL.PGEN.0030161>

Li, J., Bushel, P. R., Chu, T. M., & Wolfinger, R. D. (2009). Principal variance components analysis: Estimating batch effects in microarray gene expression data. *Batch Effects and Noise in Microarray Experiments: Sources and Solutions*, 141–154. <https://doi.org/10.1002/9780470685983.CH12>

Patro, R., Duggal, G., Love, M. I., Irizarry, R. A., & Kingsford, C. (2017). Salmon provides fast and bias-aware quantification of transcript expression. *Nature Methods, 14*(4), 417–419. <https://doi.org/10.1038/nmeth.4197>

Robinson, M. D., & Oshlack, A. (2010). A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biology, 11*(3), 1–9. <https://doi.org/10.1186/GB-2010-11-3-R25/FIGURES/3>

Robinson, M. D., McCarthy, D. J., & Smyth, G. K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics (Oxford, England, 26*(1), 139–140. <https://doi.org/10.1093/BIOINFORMATICS/BTP616>

Soneson, C., Love, M. I., & Robinson, M. D. (2016). Differential analyses for RNA-seq: Transcript-level estimates improve gene-level inferences. *F1000Research, 4*. <https://doi.org/10.12688/F1000RESEARCH.7563.2/DOI>

How the deposited data were processed for this re-analysis (not part of the article)

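Gene expression was measured by RNA sequencing in leaf punches of soybean, in 36 libraries of 6 groups: Control, *Methylo*, *Col1*, *Col2*, *Methylo+Col1* and *Methylo+Col2*, with 6 libraries each. Experiments 1 and 2, on plant growth and yield, were not analysed here.

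The sample labels name bcl2fastq 2.20, Trimmomatic, Salmon 1.2.1 and edgeR 3.30.3 as the tools of the authors, and the supplement states that trimming was bypassed. The authors provided 2 tables. One holds estimated counts per gene, which the authors made with Salmon and summed over transcripts with tximport, and 68.6% of its values are not whole numbers. The other holds log2 CPM, which the authors made from the estimated counts with edgeR after a filter on expression and TMM scaling. Log2 CPM recomputed from the counts was used to check the unit and the prior count of 3. No column of either table was left out. The total estimated count per library, in units of 1000000, had a median of 28.5 in Control, 27.7 in *Methylo*, 26.1 in *Col1*, 27.3 in *Col2*, 25.9 in *Methylo+Col1* and 27.9 in *Methylo+Col2*. The 10 genes with the most counts took 7.84% to 12.0% of a library. Within groups, every pair of libraries differed by more than counting error, with a lowest chi-square per degree of freedom of 22.5, so none is a copy of another.

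Values were analysed in R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, sva 3.50.0 and lme4 1.1.37, and plotted with Python 3.11.15 and matplotlib 3.10.9. The limma-trend model and its control genes followed the paper's methods. The paper's text gives 6 latent variables, and Table S1 lists 5 for the model without *Col1*, so 5 were used for the 24 libraries and 6 for the 36. Latent variables were the left singular vectors, times the singular values, of the centered log2 CPM of the control genes. The comparisons were *Methylo*, *Col2* and *Methylo+Col2* against Control, *Methylo+Col2* against *Col2*, the interaction, and, in all 36 libraries, *Col1* against Control and its interaction with *Methylo*. PVCA used principal components up to 60% of the variance, with random effects of *Methylo*, *Col2* and their interaction, and 1000 relabellings. Libraries were clustered by Euclidean distance with complete linkage on the scaled values of the 34 interaction genes, adjusted for the latent variables.

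For gene families, 33 lists were made by matching words in the gene descriptions. They were tested with camera, at a preset correlation of 0.01 and with the correlation estimated, and with fry, adjusted over the lists of a comparison. The genes named are the 34 of Table S4, the 10 largest rises and falls with *Methylo* among called genes whose 6 *Methylo* libraries all lay on one side of the Control mean, the genes with a GO term the paper names, and up to 4 genes of each list by p. Of the 298 *Methylo* genes, 205 met the condition on the 6 libraries, 137 higher and 68 lower. These comparisons, lists, alternatives and the rule for naming genes were set before the data were examined, but the values of Table S4 and of the GO genes in the paper's tables had been seen. The descriptions of gene functions in the passages come from general knowledge of these gene families.

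On data simulated with the spread of these 24 libraries and 200 changed genes, limma with 5 latent variables called 85% of genes with a 2-fold and 100% with a 4-fold change for *Methylo*, and 66% and 98% for the interaction. It called 9 unchanged genes for *Methylo*, and DESeq2 with the same latent variables called 37. The changed genes were drawn from those of intermediate mean CPM, so these rates do not cover genes with the fewest or the most reads. In simulated data with no changed gene, limma called 0. The simulated noise was drawn for each gene apart, so it lacks trends that the real libraries share beyond the latent variables. In the real libraries, 48 of 99 other splits into groups called at least 1 gene for *Methylo*, and 40 for the interaction. The simulation therefore does not give the number of false calls to expect in these data.

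The alternatives were 6 and no latent variables, latent variables from genes drawn at random, edgeR and DESeq2, a prior count of 5, a mean CPM of at least 1, no filter, all 36 libraries, sum-to-zero coding of the terms, unadjusted values or average linkage for the clustering, adjusted values or 80% of the variance for PVCA, and each library left out in turn. Alternatives with 1 to 4 and 7 latent variables, and with the number in the library name or the library size as a further term, were chosen after seeing the data. GO enrichment was not computed, because only the first 689 of the 33223 rows of Table S1 and parts of the other tables were at hand. Gene positions were not used, since the gene table at hand follows another assembly than the authors' transcriptome.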

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

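Among the tests in this part, the test of the time of sampling was chosen only after the result was seen, and the alternatives with a further term were added after seeing the data, with their predictions written before they were run.

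For the 34 genes, the interaction term tests directly that the response to *Methylo* differed between plants with and without *Col2*. Of 100 splits of the 24 libraries into 4 groups of 6, the real one included, with control genes and latent variables made anew, 31 gave at least 34 interaction genes, and the highest other split gave 9873. For *Methylo*, 20 gave at least 298 genes, and the highest other split gave 8429. Chance can be excluded for neither number. The median of the 99 other splits was 0 genes for both, while 14 called over 1000 genes for *Methylo* and 11 for the interaction. Whether these large counts come from a structure of the samples or from the latent variables made anew was not tested. With the latent variables 48 and 40 of the other splits called at least 1 gene, and without them 4 and 6, with up to 1918 and 5288 genes in a split.

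Library size was tested as a source of these numbers. As a further term it took up a median of -1.06% of the *Methylo* coefficients and 0.278% of the interaction coefficients, and 464 and 45 genes were called, so the tables argue against it. The number in the library name stays open for how many genes pass. As a term beside the latent variables it took up 3.19% and 4.55% of the coefficients at the median, and without the latent variables, which can hold part of it, 13.0% and 23.5%. Beside the latent variables the median size of the coefficients went from 1.09 to 0.99 and from 1.28 to 1.41, which argues against the number as the whole of these changes. The calls fell to 105 and 6 as the median SE rose from 0.23 to 0.25 and from 0.24 to 0.29. Within groups, the slopes on this number and the group means of the number would together move 238 of the 298 *Methylo* genes (79.9%, permutation p = 0.0670, one-sided) and 32 of the 34 interaction genes (94.1%, permutation p = 0.0436, one-sided) in the direction seen. In size these moves were 18.8% and 33.0% of the coefficients without latent variables, at the median. How many calls depend on the number is left open by the wider SE. A response of the plants to *Methylo* that *Col2* changes also stays open.

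The 4933 genes that follow the number in the library name were not analysed in the paper. Of them 2431 rose, at a median of 0.22 log2 units per 10 numbers, and 2502 fell, at -0.24. Only the real one of 100 assignments of the numbers within groups gave as many genes, and the highest other gave 1206, so chance is excluded here. Of 12 evening clock genes, 9 rose with the number in limma and 0 fell, and of 15 dawn clock genes 6 fell and 0 rose. GIGANTEA (LOC100781641) rose by 0.66 per 10 numbers, and LCL3, an LHY and CCA1 homolog, had -0.54, while LOC100817992 (ELF4-LIKE 3, evening) had -0.165 and LOC100783482 (REVEILLE 8, dawn) 0.15, neither called. The mean of the evening genes minus that of the dawn genes was 0.425 log2 units per 10 numbers (permutation p = 0.0001, the smallest that 10000 permutations can give). Per library, the evening minus dawn difference followed the number within groups with r = 0.84 and Spearman's rho = 0.787 (permutation p = 0.0001 for both, 36 libraries), and r = 0.805 without the 2 libraries farthest from the median. The number may therefore follow the time of day at which leaves were sampled, a hypothesis found and tested on the same data. The paper's text gives no time of sampling. Between Control and *Methylo*, this difference was 0.05 ± 0.54 against -0.32 ± 0.49 (SD, n = 6, exact permutation p = 0.249, two-sided).

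The library *Col1* 7a stood apart from the others of its group in the mean of the 13 genes of Cluster 2, at 3.33 log2 units above the mean of all libraries, where the other 5 lay from -1.44 to 0.20. The library *Methylo+Col1* 21a stood apart in its total count, 41.4 against 24.0 to 27.0 in units of 1000000. Such a gap was looked for in 48 groups of 6 values, and chance marks about 1 in 20. No explanation was tested for either library.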

How the results depend on the processing

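In this part, 1 to 4 or 7 latent variables and the further terms were chosen after the results were seen. The number of *Methylo* genes, 298, held within 1.5 times in some settings fixed before the data were examined. These were edgeR with 5 latent variables, a prior count of 5 and a mean CPM of at least 1 (289 to 312 genes, with 253, 296 and 231 shared). That of interaction genes, 34, held with the latter 2 (30 and 33 genes, with 30 and 21 shared). Library size as a term, added later, gave 45 interaction genes. Without latent variables these were 1 and 0 genes, with latent variables from random genes 0 and 0, with 6 latent variables 741 and 748, and with DESeq2 1257 and 1040, each including all 298 and all 34 where the number rose. EdgeR without latent variables gave 0 and 0, no filter 179 and 0, and all 36 libraries 20 and 114 (18 and 14 shared). EdgeR with 5 latent variables gave 61 interaction genes, and sum-to-zero coding 0 *Methylo* genes. With 1, 2, 3, 4 and 7 latent variables *Methylo* gave 1, 5, 93, 191 and 1560 genes, and the interaction 0, 0, 0, 0 and 1459. With the number in the library name as a term these were 105 and 6 (91 and 2 shared), and library size gave 464 *Methylo* genes. Of the results at 0 genes, *Col2* gave 122 with DESeq2 and 1 with sum-to-zero coding, *Methylo+Col2* against Control 9 with DESeq2 and 1 with no filter, and *Methylo+Col2* against *Col2* 45 with DESeq2. The 2 *Col1* genes fell to 0 in all 4 alternatives: no latent variables, edgeR with 6 and with no latent variables, and the 24 libraries without *Col2*. The branch with all *Methylo* libraries held 0 others, and 9 on unadjusted values. Of the 34 cluster genes 26 passed for *Methylo*, and 1 without latent variables. Camera called 11 lists for *Methylo*, and 0 with the estimated correlation, while fry called 3. The cause was not tested.

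Each library left out in turn gave 112 to 3323 *Methylo* genes: *Methylo* 9a 112, *Methylo* 16a 3323, Control 30a 115, *Methylo* 19a 180, Control 12a 197, *Methylo+Col2* 49a 456, *Col2* 13a 514, *Methylo* 1a 518 and Control 8a 680, the other 15 within 1.5 times. Without each of these 15, 180 to 286 of the genes called were among those of the fit to all 24 libraries. For the interaction the range was 0 to 1429. The number was 30 without Control 8a (17 shared with that fit) and 47 without *Methylo* 23a (29 shared). It was 0 without *Col2* 2a, *Col2* 10a, *Methylo* 19a, *Methylo+Col2* 29a, *Methylo+Col2* 49a or Control 30a, 1 without *Methylo* 9a, *Col2* 15a or *Methylo+Col2* 40a, 2 without *Col2* 13a and 4 without Control 25a. It was 69 without Control 37a, 97 without *Methylo* 24b, 116 without *Methylo+Col2* 14b, 249 without *Col2* 11a, 319 without *Methylo+Col2* 5a, 524 without Control 33a, 525 without *Methylo+Col2* 4a, 927 without *Methylo* 16a, 1003 without *Methylo* 1a, 1091 without Control 12a and 1429 without *Col2* 27a. For *Col2* the range was 0 to 555 (without *Col2* 27a), for *Methylo+Col2* against Control 0 to 1 (without Control 25a) and for *Methylo+Col2* against *Col2* 0 to 717 (without *Col2* 27a). Among the single genes named, of 4776 values with 1 library left out 3968 kept direction and side of the threshold, 654 no longer passed and 154 newly passed. Of 3526 values under other settings these were 2389, 1006 and 131. No paired analysis was possible because the libraries of different groups share no replicate numbers.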

Differences from the paper's values

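No test in this part was chosen after the results were seen. The paper gives 7.6% of the variance in expression to *Methylo*, and the PVCA of log2 CPM as deposited gave 3.44%. For *Col2* the paper's value is 11.6%, and 0.945% was found here. For the interaction the paper's value is 20.5%, against 3.61% here. Of the alternatives set before the data were examined, log2 CPM adjusted for the 5 latent variables gave 7.64%, 11.6% and 20.5%, which do not differ from the paper's values. Components covering 80% of the variance gave 2.80%, 2.55% and 3.00%, which differ for all 3.

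The paper describes Cluster 3 as raised by either microbe alone and as remaining downregulated in co-inoculation, and does not name the reference for the latter. Against Control, the median log2 fold change of its 11 genes in *Methylo+Col2* was -0.04, with none called by limma at an adjusted p under 0.05. Against *Col2* alone the median was -0.67, with all 11 lower and 0 called over all genes. The description thus differs from these values only if Control is the reference. The paper describes the *Methylo* samples as a group of their own in the tree of the 34 genes. On values adjusted for the latent variables, as in the paper's methods, the branch with all *Methylo* libraries held 0 others, and on values as deposited it held 9 others.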

Other observations

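In this part, the test of the *Methylo* response beside *Col1* was chosen only after the result was seen. Relative to all 36 libraries, the mean of 54 glutathione S-transferase genes ran from -0.67 to 0.78 log2 units among the 6 Control libraries and from -0.39 to 0.33 among the 6 *Methylo+Col2* libraries. For 109 genes of pathogenesis-related proteins, chitinases and glucanases these ranges were -0.35 to 0.315 and -0.34 to 0.12, and for 80 photosynthesis genes -0.37 to 0.56 and -0.14 to 0.24. For 258 cytosolic ribosomal protein genes they were -0.75 to 0.80 and -0.25 to 0.30. These spreads were not tested against each other. The first principal component of the 36 libraries held 29.0% of the variance, of which 8.06% lay between the groups. Any such groups hold a part of it by chance.

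With *Methylo* alone, ribosomal protein genes had a median log2 fold change of 0.20, and 238 of 258 were positive (camera adjusted p = 1.98e-18, and 0.632 with the estimated correlation). None of them was called by limma, and none adjusted over the list alone. The 80 photosynthesis genes had a median of -0.13 (camera adjusted p = 0.000878, and 0.688 with the estimated correlation).

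The paper does not report how the *Methylo* genes behaved in plants that also had *Col1*. If *Methylo* acted there as it did alone, the 298 genes would move the same way. Signed by their direction with *Methylo* alone, their mean change in *Methylo+Col1* against *Col1*, in log2 CPM not adjusted for latent variables, was 0.411 log2 units, and 230 of 298 (77.2%) moved the same way (exact permutation p = 0.372, two-sided, over 462 splits of 6 against 6). The spread between libraries, with SDs of 0.79 and 0.77, was too wide to tell whether the response may also be present beside *Col1*. In *Methylo+Col2* against *Col2* the mean was -0.23 on these unadjusted values, with 76 genes (25.5%) in the same direction (exact permutation p = 0.333, two-sided), against 98 in the fit with latent variables. OS3-like LOC100306161 was at 7.43 log2 CPM in *Col1* 7a, while the other 5 libraries given *Col1* alone had at most 0.98, and among the *Methylo+Col1* libraries 3 had at least 6.59 and 3 at most 0.43.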
